# Characterization of the functional and transcriptomic effects of pro-inflammatory cytokines on human EndoC-βH5 beta cells

**DOI:** 10.3389/fendo.2023.1128523

**Published:** 2023-04-11

**Authors:** Caroline Frørup, Rebekka Gerwig, Cecilie Amalie Søndergaard Svane, Joana Mendes Lopes de Melo, Kristine Henriksen, Tina Fløyel, Flemming Pociot, Simranjeet Kaur, Joachim Størling

**Keywords:** pancreatic beta cells, type 1 diabetes, model system, inflammation, apoptosis, insulin, signaling, RNA-Seq

## Abstract

**Objective:**

EndoC-βH5 is a newly established human beta-cell model which may be superior to previous model systems. Exposure of beta cells to pro-inflammatory cytokines is widely used when studying immune-mediated beta-cell failure in type 1 diabetes. We therefore performed an in-depth characterization of the effects of cytokines on EndoC-βH5 cells.

**Methods:**

The sensitivity profile of EndoC-βH5 cells to the toxic effects of interleukin-1β (IL-1β), interferon γ (IFNγ) and tumor necrosis factor-α (TNFα) was examined in titration and time-course experiments. Cell death was evaluated by caspase-3/7 activity, cytotoxicity, viability, TUNEL assay and immunoblotting. Activation of signaling pathways and major histocompatibility complex (MHC)-I expression were examined by immunoblotting, immunofluorescence, and real-time quantitative PCR (qPCR). Insulin and chemokine secretion were measured by ELISA and Meso Scale Discovery multiplexing electrochemiluminescence, respectively. Mitochondrial function was evaluated by extracellular flux technology. Global gene expression was characterized by stranded RNA sequencing.

**Results:**

Cytokines increased caspase-3/7 activity and cytotoxicity in EndoC-βH5 cells in a time- and dose-dependent manner. The proapoptotic effect of cytokines was primarily driven by IFNγ signal transduction. Cytokine exposure induced MHC-I expression and chemokine production and secretion. Further, cytokines caused impaired mitochondrial function and diminished glucose-stimulated insulin secretion. Finally, we report significant changes to the EndoC-βH5 transcriptome including upregulation of the human leukocyte antigen (*HLA*) genes, endoplasmic reticulum stress markers, and non-coding RNAs, in response to cytokines. Among the differentially expressed genes were several type 1 diabetes risk genes.

**Conclusion:**

Our study provides detailed insight into the functional and transcriptomic effects of cytokines on EndoC-βH5 cells. This information should be useful for future studies using this novel beta-cell model.

## 1 Introduction

Cell models of human beta cells are important research tools for studying beta-cell biology and understanding beta-cell failure in diabetes. Most *in vitro* beta-cell research has been performed using immortalized rodent beta-cell lines such as rat INS-1 and mouse MIN6 (1). Although the use of these models has advanced our understanding of several aspects of beta-cell biology under normal and pathophysiological conditions relevant for diabetes, the phenotypes of rodent beta cells do not satisfactorily resemble native human beta cells. In 2011, Ravassard and colleagues successfully developed the first human beta-cell line, EndoC-βH1, derived from a human fetus (2). For more than a decade, this cell line has proved a useful human beta-cell model although still with functional limitations compared to native human beta cells, including lower insulin production and secretory capacity, a tumorigenic phenotype, and chronic infection with a xenotropic murine virus (3–7).

A new human beta-cell model, EndoC-βH5, has recently become commercially available (https://www.humancelldesign.com/). These cells demonstrate high insulin capacity and glucose responsiveness similar to native beta cells (8, 9). However, several important aspects of the EndoC-βH5 cells still await to be characterized including their functional responses and behavior under relevant diabetogenic conditions. For instance, it is highly relevant to establish the EndoC-βH5 cells’ sensitivity profile to pro-inflammatory cytokines which are mediators of beta-cell impairment in type 1 diabetes and found in pancreatic islet infiltrates of donors with type 1 diabetes and in animal models of type 1 diabetes (10, 11). The cytokines interleukin-1β (IL-1β), interferon-γ (IFNγ) and tumor necrosis factor-α (TNFα) are the main mediators of beta-cell death and are commonly used *in vitro* as a model of type 1 diabetes pathogenesis (12–14). Evidence also suggests that cytokines contribute to beta-cell impairment in type 2 diabetes (15). Hence, there is broad interest in obtaining a better understanding of how cytokines exert their detrimental effects on beta cells. In the present study, we therefore set out to thoroughly characterize the EndoC-βH5 cells’ response to cytokines at the functional, signaling, and transcriptomic levels.

## 2 Methods

### 2.1 Cell culture of EndoC-βH5

Frozen stocks of EndoC-βH5 cells were purchased from Human Cell Design (Toulouse, France). The EndoC-βH5 cells originate from fetal pancreatic rudiments and were generated from differentiation and immortalization by transduction with the SV40 Large T-antigen (SV40LT) and human telomerase reverse transcriptase (hTERT) transgenes (9, 16). The EndoC-βH5 cells have furthermore undergone de-immortalization, including removal of the SV40L and hTERT transgenes, as well as maturation steps to generate functional and mature human beta cells (8, 9). Upon thawing, cells had a viability between 74-91% (n=24). The EndoC-βH5 cells were seeded in appropriate plates coated with β-coat (Human Cell Design) and maintained in Ultiβ1 cell culture medium (Human Cell Design) containing 100 U/mL penicillin and 100 µg/mL streptomycin (Life Technologies). Based on the experimental setup, cells were seeded in 24-well (200,000 cells/well) or 96-well (50,000 cells/well) plates in duplicate and incubated in a humidified incubator at 37°C with 5% CO_2_. Media change was carried out every 2-3 days. Cells were incubated for up to 7 days in the presence or absence of recombinant human IL-1β (R&D systems, Minneapolis, MN, USA), recombinant human IFNγ (PeproTech, Rocky Hill, NJ, USA) and/or recombinant human TNFα (R&D Systems). For long-term treatments (4 and 7 days) with cytokines, the culture medium was replaced with fresh medium and cytokines every 2-3 days.

### 2.2 Cell death and viability

The ApoTox-Glo Triplex Assay (Promega, Madison, WI, USA) was used to measure live-cell protease activity, dead-cell protease activity, and caspase-3/7 activity as markers of viability, cytotoxicity, and apoptosis, respectively. The assay was used according to the manufacturer’s protocol. Luminescence and fluorescence were measured on an Infinite M200 PRO plate reader (Tecan, Männedorf, Switzerland).

### 2.3 Immunoblotting

Preparation of protein lysates, measurements of protein concentrations, and immunoblotting were performed as previously described (17). Antibodies used were anti-cleaved caspase-7 (#9491S, Cell Signaling, 1:500), anti-major histocompatibility complex (MHC)-I (the human leukocyte antigen (HLA)-A/B/C molecules (#ALX-805-711-C100, Enzo, Farmingdale, NY, USA, 1:2000), anti-phosho-c-Jun N-terminal kinase (P-JNK) (#9252, Cell Signaling, 1:1000), anti-nuclear factor of kappa light polypeptide gene enhancer in B-cells inhibitor α (IκBα) (#J1512, Santa Cruz Biotechnology, Dallas, TX, USA, 1:500), anti-phospho-signal transducer and activator of transcription 1 (P-STAT1) (7649S, Cell Signaling, 1:1000), anti-Tubulin (T8203, Sigma-Aldrich, St. Louis, MO, USA, 1:2000), anti-glyceraldehyde-3-phosphate dehydrogenase (GAPDH) (#9482, Abcam, Cambridge, UK, 1:5000) and secondary HRP-conjugated anti-mouse (#7076, Cell Signaling, 1:1000) or anti-rabbit (#7074, Cell Signaling, 1:2000) IgG antibodies. Tubulin or GAPDH was used as internal controls for normalization.

### 2.4 Immunofluorescence

Cells were seeded in black 96-well plates with clear bottom. After treatment for 48 hours, cells were fixed in 4% paraformaldehyde (Thermo Fisher) for 15 min at RT and permeabilized in 0.25% Triton X-100 (Sigma-Aldrich) for 20 min at RT. Blocking was done using 5% goat serum (Invitrogen) for 2 hours at RT. Staining of MHC-I (HLA-A/B/C molecules) was carried out using anti-MHC-I antibody (W6/32) (#ALX-805-711-C100, Enzo, 1:200 O/N at 4°C) and Alexa Fluor 594-conjugated anti-mouse IgG antibody (#A11005, Invitrogen, 1:2000 for 2 hours RT). Furthermore, apoptosis was assessed by the detection of fragmented DNA using the Click-iT-Plus TUNEL Assay (Invitrogen, Waltham, Massachusetts, USA) according to the manufactures protocol. Nuclei staining was done with 0.5 µg/mL DAPI (Sigma-Aldrich) or 5 µg/mL Hoechst 33342 (Invitrogen) in PBS. Fluorescence was measured using the ImageXpress PICO Automated Cell Imaging System (Molecular Devices (UK) Limited, Berkshire, UK) and analyzed with the acquisition software (CellReporterXpress 2.9.3). Fluorescence was visualized using a Nikon ECLIPSE Ti2 microscope (Nikon, Tokyo, Japan). Images were acquired at x20 and x60 magnification and prepared using FIJI software (version 1.49).

### 2.5 Real-time qPCR

Gene expression levels of mRNAs and long non-coding RNAs (lncRNAs) shown previously to be regulators of beta-cell death and cellular impairment (13, 18, 19) were investigated by real-time quantitative PCR (qPCR). RNA was extracted using the RNeasy Mini Kit (Qiagen, Hilden, Germany) and cDNA was synthesized using the iScript cDNA Synthesis Kit (Bio-Rad, Hercules, CA, USA). Real-time qPCR was carried out with TaqMan Assays and TaqMan Gene Expression Master Mix (Applied Biosystems, Waltham, MA, USA) using a CFX384 C1000 Thermal cycler (Bio-Rad). Relative expression levels were analyzed using the 2^-ΔΔCt^ method (20) with normalization to *GAPDH*. *GAPDH* was chosen as this was the most stable housekeeping gene measured in EndoC-βH5 cells by real-time qPCR among *GAPDH*, Peptidylprolyl isomerase A (*PPIA*), hypoxanthine Phosphoribosyltransferase 1 (*HPRT1*), beta-actin (*ACTB*) and *18S* ribosomal RNA (data not shown).

### 2.6 Chemokine measurements

The chemokines IFN-gamma-inducible protein 10 (IP-10)/C–X–C motif chemokine 10 (CXCL10), Thymus and activation-regulated chemokine (TARC)/CCL17, Eotaxin/CCL11, Eotaxin-3/CCL26, Macrophage Inflammatory Proteins (MIP)-1β/CCL3, MIP-1α/CCL4, IL-8/CXCL8, Monocyte chemoattractant protein (MCP)-1/CCL2, MCP-4/CCL13, and Macrophage-derived chemokine (MDC)/CCL22 were measured in the cell culture medium by the V-PLEX Chemokine Panel 1 Human Kit (Meso Scale Diagnostics LLC., Rockville, Maryland) using a MESO Quickplex SQ 120 instrument (Meso Scale Diagnostics).

### 2.7 Glucose-stimulated insulin secretion

Cells were exposed to cytokines for 48 hours prior to glucose-stimulated insulin secretion (GSIS), including 24 hours in standard Ultiβ1 cell culture medium and 24 hours in Ulti-ST starvation medium (Human Cell Design) with and without IL-1β, IFNγ and TNFα. Cells were washed twice and incubated for 60 min in βKrebs (Human Cell Design). Cells were then incubated for 40 min in βKrebs supplemented with 0 or 20 mM glucose. Supernatants were collected and analyzed for insulin. The cells were lysed in Cell Death Detection Lysis Buffer (Roche, Basel, Switzerland) for analysis of insulin content. Insulin was measured by ELISA (Mercodia, Uppsala, Sweden) and read on an Infinite M200 PRO plate reader (Tecan). Insulin was normalized to DNA content using CyQuant (Thermo Fisher Scientific) according to the manufacturer’s protocol.

### 2.8 Seahorse extracellular flux

Cells were seeded in pre-coated XFe96 Seahorse plates (40,000 cells/well). After cytokine exposure, cells were washed twice and transferred into 180 µl Krebs-Ringer-HEPES (KRH) buffer (135 mM NaCl, 3.6 mM KCl, 10 mM HEPES, 0.5 mM MgCl2, 1.5 mM CaCl2, 0.5 mM NaH2PO4, 2 mM glutamine, 0,1% (w/v) fatty acid free BSA (Sigma-Aldrich), pH adjusted to 7.4 at 37°C with NaOH). Cells were incubated for 1 hour at 37°C in a CO_2_-free incubator prior to the experiment. After basal measurements, 11 mM glucose was injected to record respiratory response. Thereafter, 2 µM oligomycin (Sigma-Aldrich) was injected to inhibit ATP synthase and determine respiratory efficiency. Finally, 2 µM rotenone (Sigma-Aldrich), 2 µM antimycin A (Sigma-Aldrich), and 2.5 µM Hoechst 33342 was injected to inhibit mitochondrial respiration and stain for cell nuclei. Cell plates were immediately scanned using an ImageXpress PICO for cell count and quantified using the CellReporterXpress software. All data was normalized to cell count and corrected for non-mitochondrial respiration.

### 2.9 RNA sequencing

RNA-Seq libraries were sequenced on a DNBseq platform to produce 100 bp long paired-end reads. An average of ~40 million reads per replicate (EndoC-βH5 n=4) were obtained after pre-processing and QC (removal of low-quality reads and adapter sequences) using SOAPnuke software (21). Reads were aligned using TopHat (version 2.1.1) (22) to GChr38 genome with default parameters. Afterwards, reads were assigned to Ensembl version 107 gene annotation using htseq-count (version 0.9.1) (23) with default parameters. Minimum gene expression was defined based on a CPM cut-off of 0.5 in at least 4 samples. Differential gene expression analysis was performed on the two groups using the QL F-test in edgeR. Differentially expressed mRNAs and lncRNAs were identified using a cut-off of abs(log2FC) >0.5 and an FDR-adjusted p-value <0.05. We extracted the gene expression of pinpointed candidate genes from a total of 152 loci recently shown to be associated with type 1 diabetes (24). For cytokine receptor expression evaluation, TPM (transcripts per million) values were calculated for within-sample comparison of gene expression levels. All statistical analyses were conducted using Bioconductor packages in R.

### 2.10 Pathway analysis

Core analysis was performed using the Ingenuity Pathway Analysis (IPA) software (Qiagen, Valencia, CA, USA) on the differentially expressed genes to predict mechanistic and functional gene relationships, and identify top canonical pathways and molecular and cellular functions (24). The summarized upstream regulators, diseases, and mechanisms for the differentially expressed genes were visualized as a network and grouped using the IPA Path Designer Module.

### 2.11 Statistical analysis

Data are presented as means ± SEM. Graphs were constructed using GraphPad Prism 9. Statistical analyses were performed using one- or two-way ANOVA and/or one- or two-tailed paired t-test where appropriate. P-values <0.05 were considered statistically significant. Multiple testing was corrected using the Benjamini-Hochberg's correction.

## 3 Results

### 3.1 Cytokine sensitivity profile of EndoC-βH5 cells

To determine the sensitivity profile of the EndoC-βH5 cells, we initially examined the effects of cytokine exposure for 24, 48 and 96 hours, and after 7 days, using cytokine concentrations previously used by us and others on isolated human islets and EndoC-βH1 cells (50 U/mL of IL-1β, 1000 U/mL IFNγ and 1000 U/mL TNFα) (25, 26). Between 48 and 96 hours of cytokine exposure, caspase-3/7 activity and cytotoxicity were elevated and reached a ~2-fold increase after 4 days of cytokine exposure (**Figures 1A, B**). After 7 days of cytokine exposure, the caspase-3/7 activity and cytotoxicity were not further increased compared to 96 hours of cytokine treatment (**Figures 1A, B**). However, the viability of the cells declined with prolonged exposure to cytokines (**Figure 1C**). Microscopic inspection of cell morphology showed severe changes and detachment of cells after 7 days of cytokine exposure indicative of extensive cell death (**Supplementary Figure S1**).

**Figure 1:**
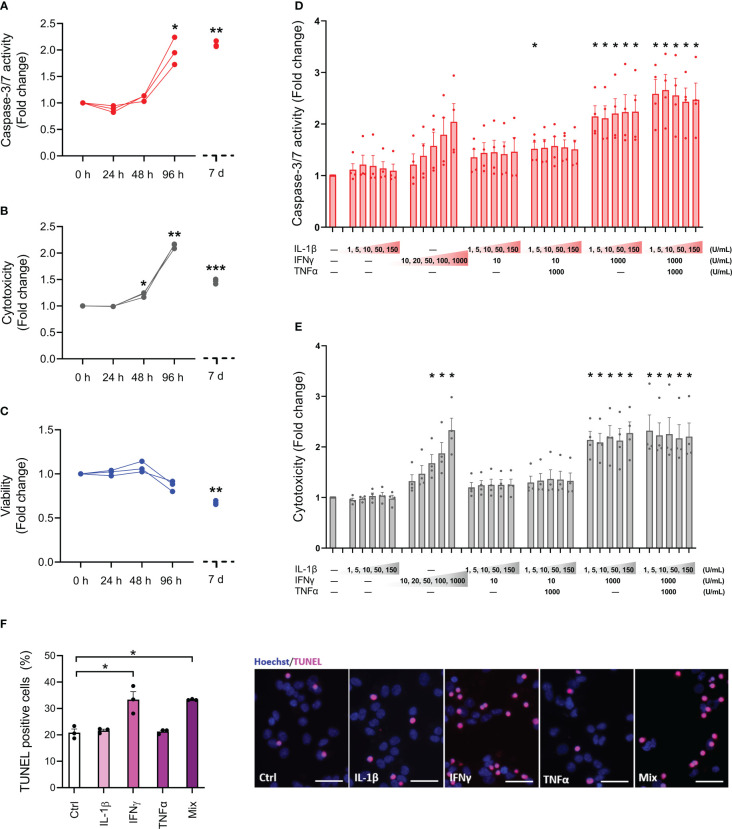
Cytokine sensitivity profile of EndoC-βH5 cells. **(A)** Caspase 3/7 activity, **(B)** cytotoxicity and **(C)** viability after exposure to cytokines (50 U/mL of IL-1β, 1000 U/mL IFNγ and 1000 U/mL TNFα) for 0 h, 24 h, 48 h, 96 h and 7 days. Data are means ± SEM (n=3), *p<0.05; **p<0.01. **(D)** Caspase-3/7 activity and **(E)** cytotoxicity after exposure to IL-1β, IFNγ and TNFα at the indicated concentrations for 96 h. Data are means ± SEM (n=4). Adjusted p-values *p<0.05. **(F)** TUNEL assay of EndoC-βH5 cells after exposure to cytokines (50 U/mL IL-1β, 1000 U/mL IFNγ and 1000 U/mL TNFα) alone or in combination (Mix) for 96 h. Representative immunofluorescent images of TUNEL (pink) and nuclei staining with Hoechst 33342 (blue). Scalebar 50 μm (x20). Data are presented as % TUNEL positive to total nuclei count, with means ± SEM (n=3), *p<0.05. Ctrl, untreated control.

Next, we studied the responses to various doses of individual and combinations of cytokines after 96 hours of exposure. As seen in **Figures 1D, E**, caspase-3/7 activity and cytotoxicity were dose-dependently induced by IFNγ alone. In contrast, IL-1β alone had no effects. When combined with IFNγ, neither IL-1β nor TNFα had synergistic effects on IFNγ-induced cell death. The reduction in cell viability by cytokine exposure was modest at this time point and did not reach statistical significance in any of the conditions (**Supplementary Figure S2**). These results indicate that only IFNγ exerts death-promoting and toxic effects on EndoC-βH5 cells.

End-stage apoptosis was evaluated by DNA fragmentation labelling with TUNEL. After 96 hours of cytokine exposure, end-stage apoptosis was elevated by ~1.6-fold in cells treated with either IFNγ alone or a combination of IL-1β, IFNγ, and TNFα (**Figure 1F**). We observed around 20% TUNEL-positive cells in the untreated control condition indicative of a relatively high basal apoptosis rate (**Figure 1F**). These results further support that IFNγ is the main cytotoxic cytokine among the tested ones in EndoC-βH5 cells.

### 3.2 Cytokine signal transduction in EndoC-βH5 cells

To study cytokine signal transduction in EndoC-βH5 cells, we investigated key signaling pathways of each cytokine. We first confirmed that cytokine exposure leads to apoptotic caspase activation shown by immunoblotting of cleaved, activated caspase 7 (**Figure 2A**). We then looked at proximal cytokine signal transduction by immunoblotting of the cellular content of activated, phosphorylated signal transducer of activated transcription 1 (P-STAT1) as a marker of IFNγ signaling, and P-JNK, and inhibitory κBα (IκBα) as markers of IL-1β and TNFα signaling (27). Cytokine treatment for 30 min strongly enhanced P-STAT1, whereas no effects were seen on P-JNK and IκBα (**Figure 2B**). INS-1E cell lysates were used as positive control and showed degradation of IκBα, elevated P-STAT1 and P-JNK after 30 min of cytokine exposure (**Figure 2B**).

**Figure 2:**
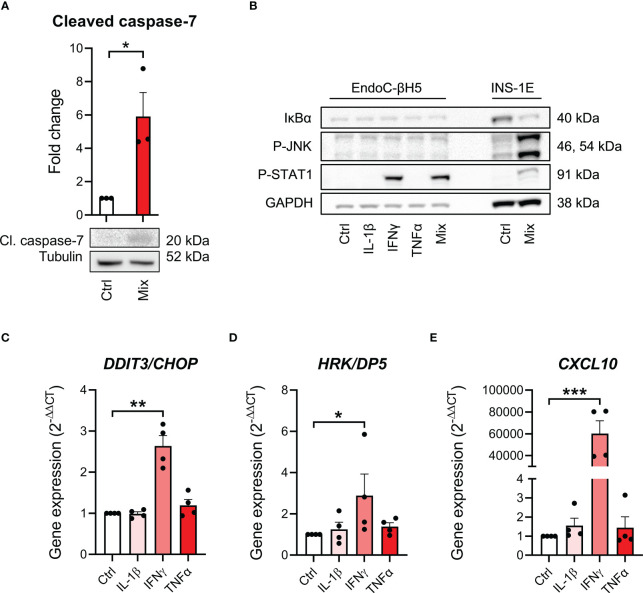
Cytokine-induced signal transduction in EndoC-βH5 cells. **(A)** Immunoblotting of cleaved caspase 7 following exposure to cytokines (50 U/mL IL-1β, 1000 U/mL IFNγ and 1000 U/mL TNFα) (Mix) for 96 h. Tubulin was used as loading control (n=3). **(B)** Immunoblotting of IκBα, phosphorylated STAT1, and phosphorylated JNK following exposure to cytokines (50 U/mL IL-1β, 1000 U/mL IFNγ and 1000 U/mL TNFα) alone or in combination (Mix) for 30 min. GAPDH was used as loading control. Representative image (n=3). Lysates from INS-1E cells with/without cytokine exposure were used as positive control. Gene expression of **(C)** *DDIT3*/*CHOP*, **(D)** *HRK*/*DP5* and **(E)** *CXCL10* in cells exposed to individual cytokines for 48 h. *GAPDH* was used as housekeeping gene. Data are means ± SEM (n=4), *p<0.05, **p<0.01, ***p<0.001. Ctrl, untreated control.

A distal signaling event in cytokine-exposed beta cells is the induction of endoplasmic reticulum (ER) stress (13). Individual cytokine exposure showed that only IFNγ induced ER stress as revealed by increased expression of the ER stress markers DNA damage-inducible transcript 3 (*DDIT3*)/C/EBP homologous protein (*CHOP*) (28) and Harakiri (*HRK*)/Death Protein 5 (*DP5*) after 48 hours of cytokine exposure (29) (**Figures 2C, D**). Furthermore, increased expression of *CXCL10*, known as a key event in IFNγ signaling in beta-cell dysfunction and apoptosis (30), was greatly induced by IFNγ exposure (**Figure 2E**). These results suggest that at the time point examined, only IFNγ is capable of inducing intracellular signaling in EndoC-βH5 cells.

### 3.3 MHC-I expression in EndoC-βH5 cells

We next investigated MHC class I presence on EndoC-βH5 cells, a hallmark of immune-mediated beta-cell destruction in type 1 diabetes (18, 27, 31), in the EndoC-βH5 cells in response to cytokines. By immunoblotting, we found that MHC-I protein was induced after 96 hours of cytokine treatment (**Figure 3A**). Consistent with this, cytokines upregulated the expression of *HLA-A/B/C* which encode MHC-I (**Figures 3B–D**). Again, these effects were driven exclusively by IFNγ (**Figures 3E–G**). Induction of MHC-I was confirmed by immunofluorescence staining (**Figure 3H**). These findings demonstrate that IFNγ upregulate MHC-I in EndoC-βH5 cells.

**Figure 3:**
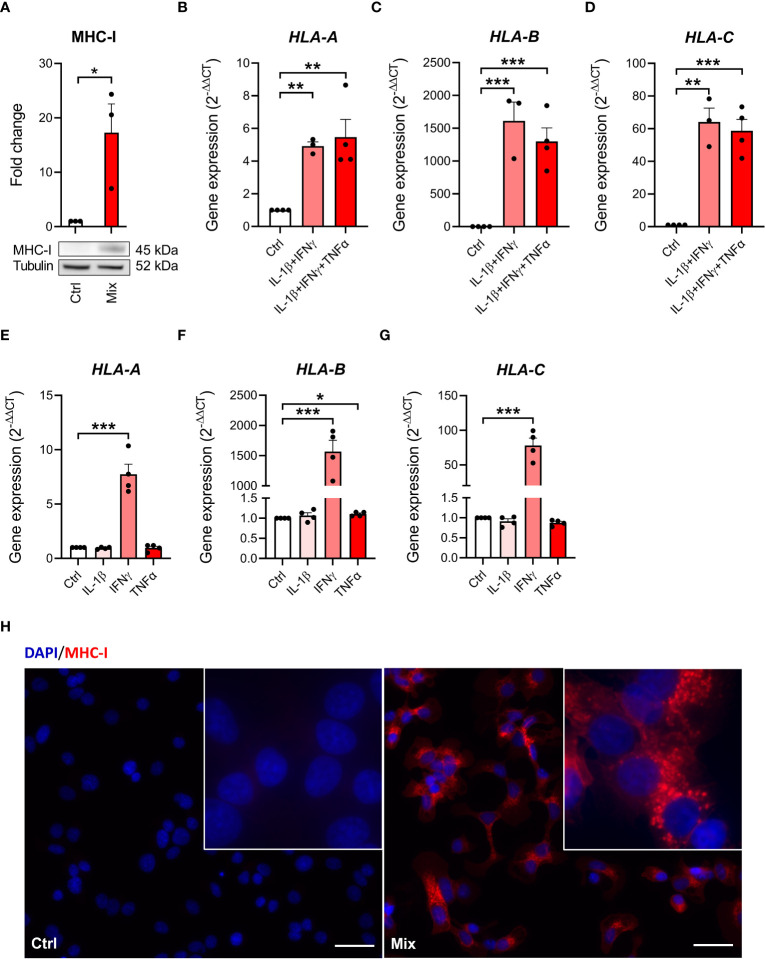
Cytokine-induced upregulation of MHC-I in EndoC-βH5 cells. **(A)** Immunoblotting of MHC-I in cells exposed to cytokines (50 U/mL IL-1β, 1000 U/mL IFNγ and 1000 U/mL TNFα) (Mix) for 96 h. Tubulin was used as a loading control. Data are means ± SEM (n=3). Gene expression of **(B)** *HLA-A* **(C)** *HLA-B* and **(D)** *HLA-C* in cells exposed to two or three cytokines for 48 h, and gene expression of **(E)** *HLA-A* **(F)** *HLA-B* and **(G)** *HLA-C* in cells exposed to individual cytokines for 48 h. *GAPDH* was used as housekeeping gene. Data are means ± SEM (n=3-4). **(H)** Immunofluorescence staining of MHC-I (red) and DAPI nuclei staining (blue) in EndoC-βH5 cells after 48 h of cytokine exposure. Scale bars indicate 50 μm (20x); zoom (60x). Representative images are shown. *p<0.05, **p<0.01, ***p<0.001. Ctrl, untreated control.

### 3.4 Cytokine-induced secretion of chemokines from EndoC-βH5 cells

We examined if cytokines increase the secretion of chemokines which play important roles in the immune cell – beta-cell crosstalk in type 1 diabetes (32). The accumulated levels of 10 chemokines were measured in the cell culture medium after 48 hours of exposure to IL-1β, IFNγ, and TNFα in combination or alone. All chemokines measured were increased in response to the treatment with the cytokine mixture, and for treatment with the individual cytokines, IFNγ was the sole cytokine capable of increasing chemokine secretion (**Figures 4A–L** and **Supplementary Figures S3A–H**). These data show that EndoC-βH5 cells secrete chemokines upon treatment with IFNγ.

**Figure 4:**
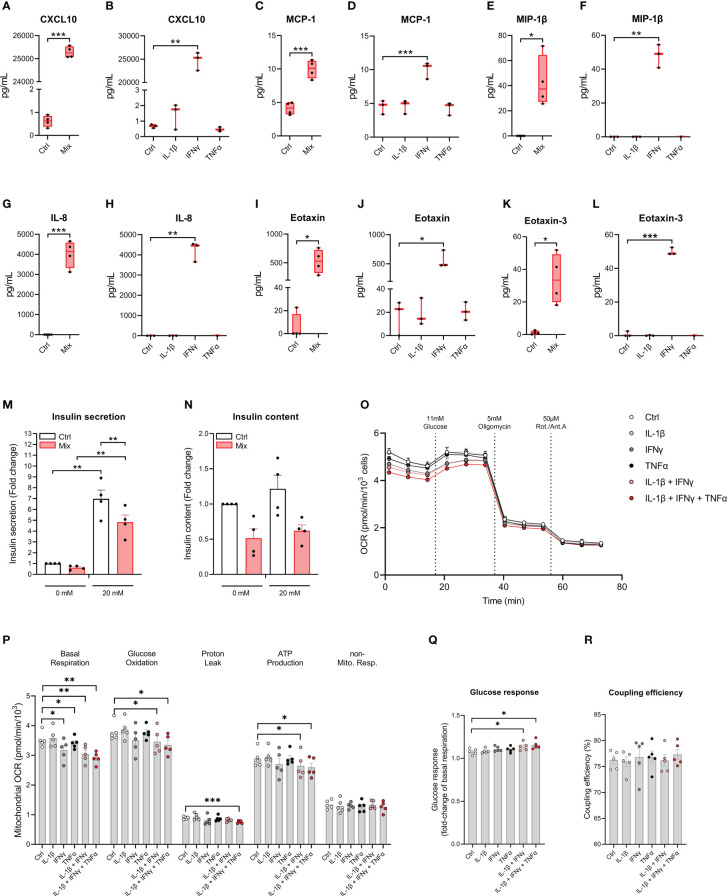
Cytokine-induced secretory and functional changes in the EndoC-βH5 cells. Accumulated chemokines in the culture medium from EndoC-βH5 cells after 48 h of cytokine treatment (50 U/mL IL-1β, 1000 U/mL IFNγ and 1000 U/mL TNFα) in combination (Mix) or as individual cytokines, respectively: **(A, B)** IP-10/CXCL10, **(C, D)** MCP-1/CCL2, **(E, F)** MIP-1β/CCL3, **(G, H)** IL-8/CXCL8, **(I, J)** Eotaxin/CCL11 and **(K, L)** Eotaxin-3/CCL26. Data are mean pg/mL with median and 5/95 percentiles (n=3-4). **(M)** Glucose-stimulated insulin secretion and **(N)** insulin content after 48 h of cytokine treatment (50 U/mL IL-1β, 1000 U/mL IFNγ and 1000 U/mL TNFα) (Mix) in response to 0 mM or 20 mM glucose stimulation. Data was normalized to DNA content. Data are means ± SEM (n=4). Mitochondrial respiration in untreated cells and cells exposed to cytokines (50 U/mL IL-1β, 1000 U/mL IFNγ and 1000 U/mL TNFα) alone or in combinations, as indicated, for 48 h. **(O)** oxygen consumption rate (OCR) traces normalized to cell number per well. **(P)** Analysis of mitochondrial parameters from OCR traces, corrected for non-mitochondrial respiration. **(Q)** Glucose response of respiration as fold-change of basal mitochondrial respiration. **(R)** Coupling efficiency calculated as the oligomycin-sensitive fraction of glucose-stimulated mitochondrial respiration. Results are means ± SEM (n=5), *p<0.05, **p<0.01, ***p<0.001. Ctrl, untreated control.

### 3.5 Cytokines impair glucose-stimulated insulin secretion in EndoC-βH5 cells

To investigate the impact of cytokines on the insulin secretory capacity of EndoC-βH5 cells, GSIS experiments were performed following exposure to IL-1β, IFNγ and TNFα for 48 hours. In untreated control cells, there was a significant increase in GSIS corresponding to a fold change of >6 (**Figure 4M**). This induction was diminished by ~30% by cytokine exposure (**Figure 4M**). The effect correlated with tendencies towards reduced cellular insulin content (**Figure 4N**) and decreased expression of *INS* and *PDX1* (**Supplementary Figures S4A, B**). These results demonstrate that cytokines cause functional impairment of EndoC-βH5 cells.

### 3.6 Cytokines alter mitochondrial function in EndoC-βH5 cells

To investigate the effects of cytokines on mitochondrial function of EndoC-βH5 cells, we measured the oxygen consumption rate (OCR) using Seahorse extracellular flux technology following cytokine treatments (**Figure 4O**). Basal respiration decreased after cytokine exposure in all conditions except IL-1β alone (**Figure 4P**). Glucose oxidation, proton leak and ATP production were decreased in response to treatment with a combination of the cytokines. The glucose response was enhanced in cells exposed to the combined cytokines, as compared to control (**Figure 4Q**). No effects were observed for coupling efficiency (**Figure 4R**). The results suggest that cytokines, and particularly IFNγ, alter mitochondrial respiration in EndoC-βH5 cells.

### 3.7 Cytokines induce transcriptomic changes in EndoC-βH5 cells

We next studied the impact of cytokines on the global gene expression profile of EndoC-βH5 cells. 

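EndoC-βH5 is an established human beta-cell line. The RNA of 4 untreated control cultures and of 4 cultures exposed to IL-1β (50 U/mL), IFNγ (1000 U/mL) and TNFα (1000 U/mL) for 48 h was sequenced. According to the methods, the reads were aligned to GRCh38, counted on the genes of Ensembl release 107 and converted to CPM, counts divided by the library total, and genes above 0.5 CPM in at least 4 samples were kept. The deposited CPM table lists 16525 genes, of which 13401 are protein-coding and 2419 are lncRNA genes. In each of the 8 libraries 100% of the CPM values were whole multiples of the value of 1 read, so read numbers could be recovered. Reads counted on the listed genes ranged from 36956294 to 40117636 in control libraries (median 37574235) and from 36577438 to 39348935 in cytokine libraries (median 37263945). 1 read equalled 0.0196 to 0.0214 CPM, and a count of 0 allows up to 3 reads, which is 0.0587 to 0.0641 CPM. These limits cover counting error only. The column names give no replicate number. Each control column shares the first part of its name with 1 cytokine column, and these pairs are named A, B, C and D here. The names of A and B have a common ending, and so do those of C and D. Differential expression was tested on log2(CPM + 0.1) with limma, using an intensity trend and Benjamini-Hochberg adjustment over all listed genes. Fold changes are on this scale, and for genes with few reads they can lie below those of a test on reads (CXCL11, GBP2) or above them (CXCL10, GBP1 and BST2, whose control libraries differed widely). Coordinates are those of GENCODE release 29 on GRCh38.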

Cells were treated with or without IL-1β, IFNγ and TNFα for 48 hours followed by stranded RNA sequencing. 

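The CPM values had been divided by totals of 46767972 to 51145634 reads in control libraries (median 48738384.5) and 46821778 to 49770531 reads in cytokine libraries (median 48320241). The share of the total that fell elsewhere ranged from 20.1% to 26.6% and was highest in library D of both conditions, at 26.6% in control and 26.5% in cytokine-treated cells. The mean number of reads on genes was 38055600 ± 1405291 (SD, n = 4) in control libraries and 37613566 ± 1222582 (SD, n = 4) in cytokine libraries, a difference smaller than the spread between libraries.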

On average, library sizes of ~40 million reads per sample were obtained (**Supplementary Figure S5A**). 

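Distances between libraries were taken as the leading log2 fold change over the 500 genes that differed most in each pair of libraries. The first dimension held 75.0% of the variance and the second held 9.79%. On the first dimension the 4 control libraries lay between -1.93 and -1.68 and the 4 cytokine libraries between 1.83 and 1.85, so the distance between the conditions exceeded the spread within each. On the second dimension libraries A and B of both conditions lay between 0.40 and 1.03, and libraries C and D between -0.86 and -0.36. Of the alternatives tried, the use of all genes in place of 500 per pair moved the first dimension most, to 64.7%.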

Multidimensional scaling (MDS) analysis showed a high separation between control and cytokine-treated samples (**Supplementary Figure S5B**). A total of 16,525 genes were detected of which more than one-third (6,000 genes) were differentially expressed in response to cytokines (**Figure 5A**; cut off of abs(log2FC) >0.5 and FDR adjusted p-value <0.05). 

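At the thresholds given, limma called 4470 of the 16525 genes (27.1%) in the 4 cytokine libraries against the 4 control libraries. At an FDR below 0.05 alone, 5092 genes passed. In 5414 genes (32.8%) the ranges of the 4 control and the 4 cytokine libraries did not overlap, against 2.86% by chance, and 4089 of these were called. All 4470 called genes changed in the same direction within libraries A and B and within libraries C and D, and 4117 and 4269 of them did so by more than 0.5 on the log2 scale. Taken pair by pair, 4459 of them moved the same way in all 4 pairs. The genes were called on these same libraries, which favours such agreement, so it is not independent evidence. The alternative that moved the count most was a test against a minimum log2 change of 0.5 (limma's treat), which called 1378 genes. On the recovered reads with TMM scaling, edgeR's quasi-likelihood test called 4054 genes, of which 3461 were also called by limma. Fits with the pairs A to D as a replicate block were chosen after seeing the data. They called 5852 genes in limma, 5821 in edgeR without TMM and 5287 in edgeR with TMM.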

The top 10 up- and downregulated coding (mRNA) and lncRNA genes are shown in **Table 1**. 

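Each of the 40 genes of Table 1 was called by limma in the direction the table gives, and in each the control and cytokine libraries did not overlap. The count adjusted over the list alone was also 40; the study chose the list on these samples, so this count is not independent evidence. The direction was the same within libraries A and B and within libraries C and D in all 40, which for the same reason is not independent evidence. The log2 fold change of the 20 upregulated genes ranged from 2.79 to 10.14, with adjusted p-values up to 0.000122. That of the 20 downregulated genes ranged from -4.35 to -2.37, with adjusted p-values up to 0.000538. CXCL10 (ENSG00000169245, chromosome 4, 76021117 to 76023497) rose from 0.647 ± 0.758 CPM (SD, n = 4) to 477 ± 196 CPM (SD, n = 4), a log2 fold change of 10.14 (SE 0.80, adjusted p = 5.38e-06, limma). TERLR1 (ENSG00000249201, chromosome 5, 1173141 to 1178605) was 11.3 ± 3.98 CPM (SD, n = 4) in control cells and 0.463 ± 0.207 CPM (SD, n = 4) with cytokines, a log2 fold change of -4.35 (SE 0.34, adjusted p = 5.02e-06, limma). In 7 upregulated genes every control library had 3 reads or fewer, so only a lower bound can be given, such as at least 167-fold higher for SAMD9L, at least 40.5-fold higher for RTP4 and at least 321-fold higher for BISPR. In 3 downregulated genes every cytokine library had 3 reads or fewer. CCDC177 was at least 9.73-fold lower, ENSG00000261240 at least 20.1-fold lower and ENSG00000260573 at least 9.15-fold lower. When only genes with a mean of at least 1 CPM were tested, 24 of the 40 were left and called.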

As lncRNAs are emerging as important regulators of cellular functions and disease, we wished to validate the expression of selected lncRNAs with roles in diabetes, e.g. taurine-upregulated gene 1 (*TUG1*), *LNC78*/TCL1 upstream neural differentiation-associated RNA (*TUNAR*), maternally expressed gene 3 (*MEG3*), growth arrest-specific transcript 5 (*GAS5*), and *LINC25*/*LINC01370*, known for their regulation of transcription factors and/or effects on beta-cell function and apoptosis (33–37). EndoC-βH5 cells exposed to cytokines for 48 hours showed significantly decreased expression of the lncRNAs *TUG1* and *TUNAR* (**Supplementary Figures S6A, B**). The lncRNAs *MEG3* and *GAS5* were not significantly affected by cytokine exposure (**Supplementary Figures S6C, D**). *LINC*-25 was not expressed (data not shown).

**Figure 5:**
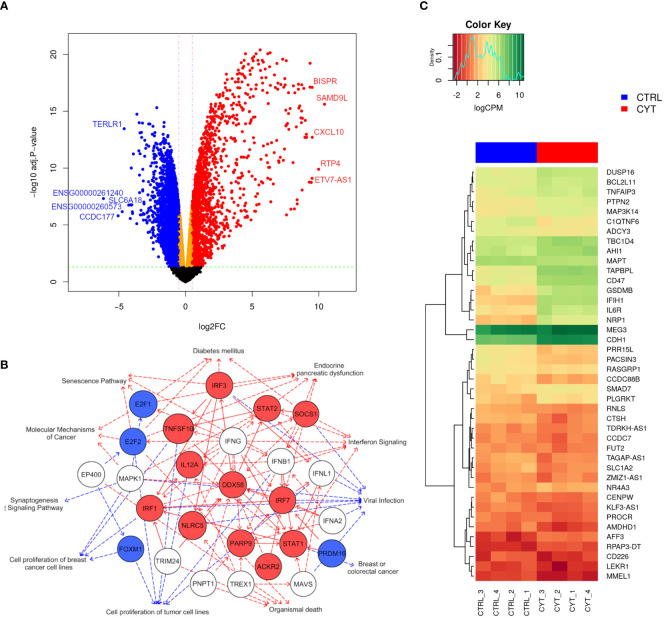
Cytokines modulate a large part of the gene expression profile of EndoC-βH5 cells. RNA sequencing of 4 replicates of untreated control cells (CTRL_1-4) or cells exposed to cytokines (50 U/mL IL-1β, 1000 U/mL IFNγ and 1000 U/mL TNFα) for 48 h. **(A)** Volcano plot showing differentially expressed genes after exposure to cytokines compared to untreated cells. The horizontal line represents the adjusted p-value and the vertical line represent fold change cut-offs. The red and blue dots represent the upregulated and downregulated genes, respectively. Top 5 most up- and downregulated mRNAs/lncRNAs ranked based on log-fold changes (logFC) are shown in the plot. **(B)** Graphical summary network representing the most significant upstream regulators, diseases, functions, and pathways, and their relations, as predicted by the IPA Core analysis. Red edges: predicted activated pathways, blue edges: predicted inhibited pathways. Solid lines represent direct relationships and dashed lines represent indirect relationships. Red nodes: upregulated, blue nodes: downregulated, white nodes: non-affected, based on differential expression from dataset. **(C)** Heat map and hierarchical clustering of the 42 differentially expressed candidate genes mapping to type 1 diabetes loci.

**Table 1:** Ten most up- and downregulated mRNAs and lncRNAs ranked based on log-fold changes (logFC) from RNA sequencing of untreated EndoC-βH5 cells or cells exposed to cytokines (50 U/mL IL-1β, 1000 U/mL IFNγ and 1000 U/mL TNFα) for 48 h.

mRNAs	Gene ID	Gene name	Chr.	logFC	p-value	FDR
**10 most upregulated**	ENSG00000177409	*SAMD9L*	7	10.43	1.41^-18^	2.42^-16^
	ENSG00000136514	*RTP4*	3	9.98	4.46^-12^	1.27^-10^
	ENSG00000169245	*CXCL10*	4	9.50	2.8^-15^	1.96^-13^
	ENSG00000156219	*ART3*	4	9.43	9.74^-11^	1.81^-09^
	ENSG00000169248	*CXCL11*	4	9.35	5.83^-23^	6.03^-20^
	ENSG00000090339	*ICAM1*	19	9.34	2.68^-20^	7.64^-18^
	ENSG00000130303	*BST2*	19	9.08	2.82^-15^	1.97^-13^
	ENSG00000162645	*GBP2*	1	8.99	6.28^-17^	6.33^-15^
	ENSG00000117228	*GBP1*	1	8.96	2.84^-15^	1.97^-13^
	ENSG00000173110	*HSPA6*	1	8.87	3.78^-20^	9.76^-18^
**10 most downregulated**	ENSG00000267909	*CCDC177*	14	-4.75	9.57^-08^	6.77^-07^
	ENSG00000164363	*SLC6A18*	5	-4.26	2.06^-08^	1.79^-07^
	ENSG00000100079	*LGALS2*	22	-4.15	4.77^-07^	2.72^-06^
	ENSG00000086967	*MYBPC2*	19	-4.12	1.95^-08^	1.71^-07^
	ENSG00000126861	*OMG*	17	-4.02	1.97^-08^	1.72^-07^
	ENSG00000205022	*PABPN1L*	16	-3.99	1^-07^	7.04^-07^
	ENSG00000187783	*TMEM72*	10	-3.98	1.46^-07^	9.83^-07^
	ENSG00000154134	*ROBO3*	11	-3.91	1.27^-13^	5.7^-12^
	ENSG00000135312	*HTR1B*	6	-3.66	1.58^-06^	7.71^-06^
	ENSG00000183379	*SYNDIG1L*	14	-3.65	1.49^-17^	1.82^-15^
lncRNAs	Gene ID	Gene name	Chr.	logFC	p-value	FDR
**10 most upregulated**	ENSG00000282851	*BISPR*	19	9.50	2.84^-20^	7.97^-18^
	ENSG00000224666	*ETV7-AS1*	6	9.49	3.69^-11^	7.9^-10^
	ENSG00000289582	*–*	1	9.28	9.19^-11^	1.72^-09^
	ENSG00000206337	*HCP5*	6	7.74	4.79^-16^	3.9^-14^
	ENSG00000256262	*USP30-AS1*	12	7.52	5.92^-18^	8.09^-16^
	ENSG00000272941	*–*	7	6.93	9.69^-21^	3.37^-18^
	ENSG00000273272	*–*	22	6.40	9.34^-09^	9.14^-08^
	ENSG00000261618	*LINC02605*	8	6.16	1.34^-14^	7.69^-13^
	ENSG00000286647	*–*	5	6.15	9.57^-13^	3.32^-11^
	ENSG00000261644	*CYLD-AS1*	16	6.06	1.76^-13^	7.47^-12^
**10 most downregulated**	ENSG00000261240	*–*	16	-6.16	4.45^-09^	4.77^-08^
	ENSG00000260573	*–*	16	-5.05	2.53^-07^	1.57^-06^
	ENSG00000249201	*TERLR1*	5	-4.60	4.18^-16^	3.44^-14^
	ENSG00000246985	*SOCS2-AS1*	12	-4.07	3.37^-12^	9.86^-11^
	ENSG00000227487	*NCAM1-AS1*	11	-3.34	6.98^-08^	5.14^-07^
	ENSG00000225649	*–*	2	-3.29	2.89^-15^	1.99^-13^
	ENSG00000266036	*SLC9A3R1-AS1*	17	-3.21	5.51^-10^	7.97^-09^
	ENSG00000224186	*PITX1-AS1*	5	-3.16	1.44^-07^	9.71^-07^
	ENSG00000272549	*LINC02538*	6	-2.97	6.8^-07^	3.7^-06^
	ENSG00000130600	*H19*	11	-2.92	1.58^-14^	8.87^-13^

The fact that we failed to observe any functional and signaling effects of IL-1β and TNFα in EndoC-βH5 cells, prompted us to retrieve information about the basal expression of the receptors for the cytokines used from the RNA-Seq data. 

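For the receptors of IL-1 and TNF, the deposited values are CPM, which are not divided by gene length. IL1R1 (ENSG00000115594, chromosome 2, 102064544 to 102179874) was 0.628 ± 0.161 CPM (SD, n = 4) in control cells, from 24 to 40 reads, and 0.824 ± 0.471 CPM (SD, n = 4) with cytokines. Its log2 fold change was 0.23 (SE 0.37, adjusted p = 0.684, limma), and without cytokine library B it was -0.06. IL1RAP (ENSG00000196083, chromosome 3, 190514051 to 190659750) was 6.47 ± 0.600 CPM (SD, n = 4) in control cells and 8.31 ± 0.941 CPM (SD, n = 4) with cytokines. The ranges did not overlap, but the log2 fold change of 0.35 (SE 0.15, adjusted p = 0.0987, limma) was not past the thresholds. With TMM scaling IL1RAP was called, at 0.51 (adjusted p = 0.0355, limma), and it was also called with median-of-ratios, quantile, loess and GAPDH scaling. With the pairs A to D as a replicate block, chosen after seeing the data, its adjusted p was 0.0148 (limma). The log2 fold change of IL1RAP in that fit, 0.35, was still below the threshold. In edgeR with TMM and the block IL1RAP was called, at 0.52 (adjusted p = 0.000909). TNFRSF1B (ENSG00000028137, chromosome 1, 12167003 to 12209228) had 0 reads in all 4 control libraries and 11 to 33 reads with cytokines, 0.496 ± 0.210 CPM (SD, n = 4), at least 7.73-fold higher (adjusted p = 0.000472, limma). This bound rests on the deposited values alone, since Supplementary Table S1 lists TNFRSF1B above 0 in 2 of its 4 control replicates. IL1R2 and TNFRSF1A were not analysed here. Of the 5 receptor genes analysed, IFNγ receptors included, 1 was called, and 1 was called when adjusted over the list alone.

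**Figure D1:**
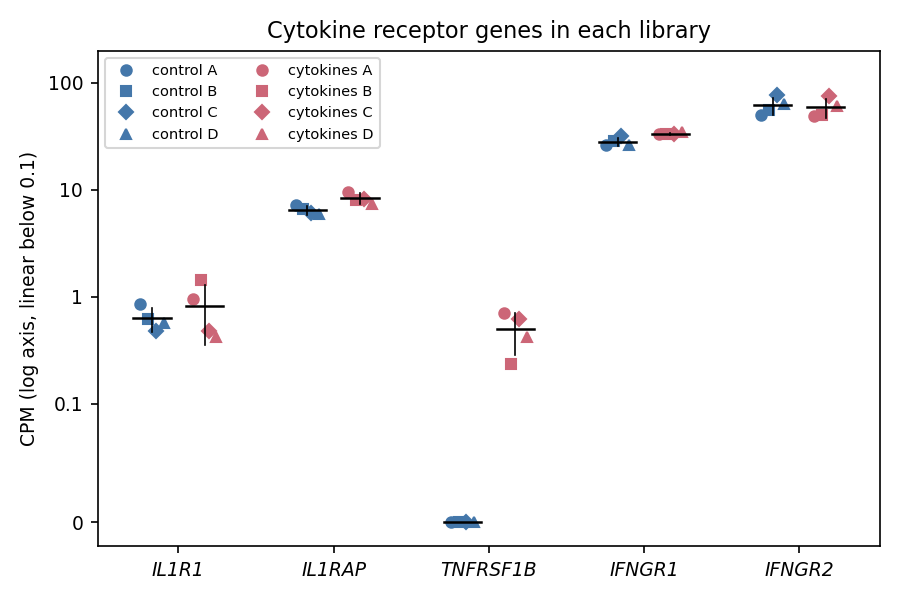
CPM of IL1R1, IL1RAP, TNFRSF1B, IFNGR1 and IFNGR2 in each of the 4 control and 4 cytokine libraries, on an axis that is linear below 0.1 CPM and logarithmic above. Points are libraries, horizontal lines are means and vertical lines SD; TNFRSF1B is at 0 in all 4 control libraries.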

Retrieval of the TPM values for interleukin 1 receptor, type 1 (*IL1R1*) and 2 (*IL1R2*), interleukin 1 receptor accessory protein (*IL1RAP*), and TNF receptor superfamily member 1A (*TNFRSF1A*) and 1B (*TNFRSF1B*) revealed very low expression levels with TPM values <1 (**Supplementary Table S1**). In contrast, the IFNγ receptors *IFNGR1* and *IFNGR2* were expressed at a higher level with TPM values of ~3-10. 

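IFNGR1 (ENSG00000027697, chromosome 6, 137197484 to 137219449) was 28.2 ± 2.52 CPM (SD, n = 4) in control cells and 33.6 ± 0.718 CPM (SD, n = 4) with cytokines. All 4 cytokine libraries lay above all 4 control libraries (2-sided exact permutation test, p = 0.0286, the smallest that 4 against 4 allow), while the log2 fold change of 0.25 (SE 0.11, adjusted p = 0.105, limma) was not past the thresholds. IFNGR2 (ENSG00000159128, chromosome 21, 33402896 to 33479348) was 61.5 ± 11.4 CPM (SD, n = 4) in control cells and 59.0 ± 12.2 CPM (SD, n = 4) with cytokines, a difference smaller than the spread between libraries. Its log2 fold change was -0.06 (SE 0.17, adjusted p = 0.812, limma), and 0.09 with TMM scaling. It was 0.05 without control library C, 0.01 without cytokine library A or B, and down to -0.19 when another library was left out.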

TPM values of key beta-cell identity genes (*INS*, *PDX1*, *MAFA*, and *NKX6-1*) are included in the **Supplementary Table S1** for comparison. 

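INS (ENSG00000254647, chromosome 11, 2159779 to 2161341) was 2169 ± 744 CPM (SD, n = 4) in control cells and 1846 ± 322 CPM (SD, n = 4) with cytokines, a log2 fold change of -0.17 (SE 0.28, adjusted p = 0.684, limma). It was lower in pairs A, B and C (-0.19, -0.52 and -0.29) and higher in D (0.32). Without control library D it was -0.45 and without control library B -0.0041, and it was -0.52 with quantile normalization and 0.04 relative to GAPDH, with no call in any of these. INS shares 246 of its 776 exon bases with INS-IGF2. PDX1 (ENSG00000139515, chromosome 13, 27920020 to 27926231) was lower with cytokines, 222 ± 10.5 CPM against 383 ± 28.9 CPM (SD, n = 4 each), with a log2 fold change of -0.78 (SE 0.11, adjusted p = 0.000451, limma). MAFA (ENSG00000182759, chromosome 8, 143419182 to 143430406) was 22.5 ± 5.86 CPM in control cells and 4.57 ± 0.990 CPM with cytokines (SD, n = 4 each), with a log2 fold change of -2.27 (SE 0.21, adjusted p = 2.12e-05, limma). NKX6-1 (ENSG00000163623, chromosome 4, 84491987 to 84498450) was 169 ± 24.7 CPM and 222 ± 37.4 CPM (SD, n = 4 each), and its log2 fold change of 0.39 (SE 0.16, adjusted p = 0.0920, limma) was not past the thresholds. It was called with TMM scaling, at 0.54 (adjusted p = 0.0361, limma), and without cytokine library D, at 0.51 (adjusted p = 0.0306, limma). With the pairs A to D as a replicate block, chosen after seeing the data, its adjusted p was 3.64e-05 (limma). The log2 fold change of NKX6-1 in that fit, 0.39, was still below the threshold. In edgeR with TMM and the block NKX6-1 was called, at 0.54 (adjusted p = 8.54e-06). Of the 4 genes 2 were called, and 2 when adjusted over the list alone.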

A low expression level of *IL1R1* compared to *IFNGR1* was confirmed by qPCR, which revealed Ct values of 35-38 for *IL1R1* and Ct values of 31-33 for *IFNGR1* (data not shown).

Using the IPA tool, we were able to predict the top relevant disease-related and molecular interactions of the differentially expressed genes after exposure to cytokines. The Core analysis revealed that the top-affected canonical pathway was ‘Senescence Pathway’, and the top-affected molecular and cellular function was ‘Cell Death and Survival’ (**Table 2**). Most significant upstream regulators, diseases, and mechanisms of the differentially expressed genes are represented in a graphical summary network (**Figure 5B**). 

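Of the 26 gene nodes in Fig. 5B, 21 were tested, and IFNG, IFNB1, IFNL1, IFNA2 and TREX1 were not analysed here. The call had the direction of the node in 20 of the 21. With TMM scaling it did in 19. With limma and the pairs A to D as a replicate block, chosen after seeing the data, it did in 21. The 12 nodes drawn as increased were all called higher, with log2 fold changes from 0.67 to 7.80. IRF1 (ENSG00000125347, chromosome 5, 132481609 to 132490798) rose from 11.3 ± 1.05 to 755 ± 157 CPM (SD, n = 4 each), a log2 fold change of 6.03 (SE 0.15, adjusted p = 8.74e-10, limma). IL12A had 0 reads in all 4 control libraries and was at least 13.2-fold higher with cytokines. Of the 4 nodes drawn as decreased, E2F1, E2F2 and FOXM1 were called lower, at -1.62, -1.53 and -1.27. The FOXM1 libraries overlapped between conditions (adjusted p = 0.0310, limma, and p = 0.0857, 2-sided exact permutation test). FOXM1 was nevertheless lower in all 4 pairs, by -1.13, -0.84, -1.62 and -1.47 in A to D. PRDM16 was not called, at -1.01 (SE 0.43, adjusted p = 0.0971, limma). It was lower in pairs A and B (-1.92 and -1.99) but changed little in C and D (-0.18 and 0.04). Of 19 alternatives set in advance 1 called it, the fit without cytokine library D, at -1.34 (adjusted p = 0.0364, limma); without cytokine library A or B it was -0.73 in both (adjusted p = 0.235 and 0.230, limma). Of 7 chosen after seeing the data 3 called it, among them limma with the pairs A to D as a replicate block (adjusted p = 0.0249), and 4 did not, among them edgeR with TMM and the same block (adjusted p = 0.108). Of the 5 nodes drawn without a change, limma called 0, and 0 had an unadjusted limma p under 0.05, with log2 fold changes from -0.21 to 0.24. MAVS was nevertheless lower in all 4 pairs without overlap of the libraries, at -0.20 (2-sided exact permutation test, p = 0.0286), and with the block the adjusted p was 0.0135 for MAVS and 0.0443 for TRIM24 (limma), both below the fold-change threshold. Over all genes 15 of the 21 were called, and 16 when adjusted over the list alone, which the study drew from these samples and so is not independent evidence.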

Activated pathways in this network included ‘Diabetes mellitus’, ‘Senescence Pathway’, ‘Endocrine pancreatic dysfunction’, ‘Interferon Signaling’, and ‘Organismal death’.

**Table 2:** Top canonical pathways and top molecular and cellular functions predicted for the differentially expressed genes from the RNA sequencing data using Ingenuity Pathway Analysis (IPA).

Top canonical pathways	p-value	Overlap
Senescence Pathway	1.28*10^-9^	34.4% (103/299)
Kinetochore Metaphase Signaling Pathway	1.27*10^-8^	43.2% (48/111)
Molecular Mechanisms of Cancer	9.04*10^-8^	30.0% (135/450)
Axonal Guidance Signaling	1.09*10^-7^	29.3% (149/509)
Protein Kinase A Signaling	2.12*10^-7^	30.2% (124/411)
Molecular and Cellular Functions	p-value range	Molecules
Cell Death and Survival	1.17*10^-10^ – 3.16*10^-33^	1566
Cellular Assembly and Organization	1.12*10^-12^ – 4.21*10^-29^	827
Cellular Function and Maintenance	8.37*10^-16^ – 4.21*10^-29^	1317
Cellular Movement	8.07*10^-11^ – 1.20*10^-26^	1157
Cellular Development	3.83*10^-11^ – 3.05*10^-26^	1640

The table shows the p-value or p-value range, as well as the overlapping targets identified for each pathway/function, as predicted by the Core analysis in the IPA software.

Finally, we extracted gene expression data of pinpointed candidate genes from 152 type 1 diabetes-associated loci and identified 42 candidate genes that were differentially expressed upon cytokine exposure. Twenty of these were significantly upregulated and 22 significantly downregulated (**Figure 5C**). 

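The 42 genes labelled in Fig. 5C were all in the deposited table. Of these, 31 were called by limma over all genes, and 35 when adjusted over the list alone; the study chose the list on these samples, so the latter is not independent evidence. The direction of all 42 was the same within libraries A and B and within libraries C and D, which for the same reason is not independent evidence. In single pairs, TNFAIP3 (-0.02 in A), NR4A3 (-0.10 in B) and ZMIZ1-AS1 (0.02 in A) went slightly the other way. The 11 genes that were not called had adjusted p-values from 0.0505 (RPAP3-DT) to 0.247 (ZMIZ1-AS1, limma), and a median of 1.84 CPM against 18.0 CPM for the called genes. Fits with the pairs A to D as a replicate block were chosen after seeing the data. With this block, limma and edgeR without TMM called 42, and edgeR with TMM called 34.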

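By their means, 20 of these genes were higher and 22 lower with cytokines, and 17 were called higher and 14 lower. IFIH1 (ENSG00000115267, chromosome 2, 162267079 to 162318703) had the largest rise, from 6.66 ± 1.54 to 59.9 ± 5.15 CPM (SD, n = 4 each), a log2 fold change of 3.17 (SE 0.17, adjusted p = 2.22e-07, limma). CCDC88B (ENSG00000168071, chromosome 11, 64340223 to 64357534) had the largest fall, from 9.11 ± 2.67 to 3.09 ± 0.643 CPM (SD, n = 4 each), a log2 fold change of -1.51 (SE 0.23, adjusted p = 0.000596, limma). The smallest change among the called genes was that of BCL2L11, at 0.51. With loess scaling 8 were called lower, and relative to GAPDH 7. With the replicate block, chosen after seeing the data, 22 were called lower in limma and in edgeR without TMM, but 14 in edgeR with TMM.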

The data obtained demonstrate that cytokine treatment causes profound changes to the transcriptome of EndoC-βH5 cells.

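Of the genes called over the whole table, 904 had a log2 fold change above 1 and 1145 below -1, 373 above 2 and 123 below -2, and 74 above 5. The median log2 fold change was 1.14 in genes called higher and -0.90 in genes called lower. GBP1 (ENSG00000117228, chromosome 1, 89052319 to 89065360) rose from 1.05 ± 1.22 to 499 ± 28.5 CPM (SD, n = 4 each), a log2 fold change of 9.89 (SE 0.88, adjusted p = 1.40e-05, limma). The size of this rise differed between pairs, at 8.09, 7.60, 11.96 and 11.92 in A to D. It ranged from 9.18 to 10.66 when each library was left out in turn. From the data obtained by RNA sequencing, the paper concludes that the cytokines profoundly change the transcriptome of these cells.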

## 4 Discussion

In the present study, we characterized the sensitivity profile and cellular responses of human EndoC-βH5 cells to diabetogenic cytokines which is a widely used *in vitro* model of beta-cell destruction in diabetes research (12–14). While IL-1β, IFNγ and TNFα have all been detected in islet infiltrates from human donors with type 1 diabetes (10, 11), most of our understanding of their effects and functional pathobiology in diabetes comes from rodent model systems (1, 38). The exact implication and role of these cytokines in human disease thus remain to be fully elucidated. Of note, cytokines are also involved in causing beta-cell dysfunction in type 2 diabetes (15). Hence, although our study focused on cytokine-induced beta-cell impairment relevant for type 1 diabetes, the results should also be of relevance for type 2 diabetes. The observed time- and dose-dependent increase in caspase-3/7 activity and cytotoxicity in EndoC-βH5 cells in response to cytokines is in agreement with studies on EndoC-βH1 cells (3) and human pancreatic islets (25). Interestingly, our study identified IFNγ as the sole cytotoxic cytokine. As shown by immunoblotting, the level of the downstream mediator of IFNγ, P-STAT1, was significantly elevated by IFNγ, whereas P-JNK and IκBα downstream of IL-1β and TNFα receptor signaling, were unaffected by cytokine treatment – at least within the time window examined (30 min). Thus, IFNγ seems to be the main driver of apoptosis signaling in EndoC-βH5 cells. This contrasts with what has been reported for e.g., EndoC-βH1 cells, which respond to IL-1β alone and to a lesser extent TNFα alone with increased apoptosis (3).

The importance of interferons, both type I and II, as diabetogenic cytokines has been stressed by many studies previously, emphasizing their essential roles in insulitis, beta-cell targeting and presence during disease development (34, 39–41). Their role in diabetes was recently highlighted in a study by Apaolaza and colleagues, who investigated the IFN type I (IFNα/β) signature in islets from human donors that were autoantibody positive or recently diagnosed with type 1 diabetes (42). The study reported elevated expression of several markers belonging to the IFN response pathway in islets with insulitis and from donors with autoantibodies or type 1 diabetes, as compared to healthy control islets. Another study reported increased expression of several genes typically induced by type I and II IFNs including *STAT1*, *CXCL10* and *HLA-I* in islet tissue of living individuals with recently diagnosed type 1 diabetes (31, 43). In pancreatic tissue from recent-onset type 1 diabetes patients, a positive correlation between islet cell staining of HLA-A/B/C and STAT1 was observed (31). As STAT1 is activated by both type I and II interferons it can only be speculated whether it is IFNα/β or IFNγ or both that were responsible for these effects. Further studies aimed at defining the pathophysiological role of IFNγ in type 1 diabetes are warranted and may identify rational points of intervention to halt beta-cell killing.

By TUNEL assay, we observed a basal cell death rate for EndoC-βH5 cells of around 20%, which may foremost represent the non-viable cell fraction observed following thawing of the cells. This rate is higher as compared to what is typically observed for other beta-cell models, which have basal death rates of 5-10% (17, 44, 45). This may explain the rather modest ~2-fold cytokine effect on cell death observed in EndoC-βH5 cells. The higher basal death might reflect a more fragile phenotype of the EndoC-βH5 cells compared to other beta-cell lines, which are immortalized and generally exhibit a less differentiated phenotype, including the EndoC-βH1 cell line (44). For human islets, basal cell death varies significantly among studies, between 10-20% (45–47). This may reflect that EndoC-βH5 cells resemble primary human beta cells more closely than other beta-cell lines.

A key characteristic of cytokine-exposed beta cells is the upregulation of immune-modulatory proteins and antigen presentation (18, 32). The MHC class I molecules (encoded by *HLA*) play a pivotal role in the recognition of beta cells by autoreactive T cells (18, 31). We showed that MHC-I was upregulated by cytokines at both the protein and mRNA level. Furthermore, several other beta-cell-produced factors have immune-modulatory effects, including chemoattraction and inflammation (14, 32). Accordingly, we show that the EndoC-βH5 cells secreted several chemokines in response to cytokines. This contributes to their diabetogenic phenotype following cytokine exposure and highlight the use of the EndoC-βH5 cells as a valid model to study the beta cell-immune cell crosstalk in terms of chemokine production. From single cytokine exposure experiments, we found that chemokine secretion was exclusively driven by IFNγ, which verifies that the diabetogenic effects arise from the IFNγ exposure.

One of the main reasons for choosing EndoC-βH5 cells over other beta-cell models is their reported higher insulin content and superior insulin secretory capacity (1, 3, 4, 48). We found that upon stimulation with high glucose, the EndoC-βH5 cells responded with a more than 6-fold induction in insulin release compared to low glucose, which is in agreement with recently published studies (8, 9). The insulin secretory capacity was diminished by cytokine exposure, in accordance with findings in human and rodent beta-cell lines and isolated pancreatic islets (3, 49–52). The cytokine-mediated blunted insulin secretion was observed after 48 hours of cytokine exposure i.e., at a time point before increased cell death was observed, underlining that cytokine-induced functional impairment precedes the induction of cell death.

Our data on mitochondrial function showed reduced respiration following treatment with cytokines. Surprisingly, on several mitochondrial parameters including basal respiration, glucose oxidation, proton leak, and ATP production, combinations of cytokines had the most pronounced inhibitory effects. This observation suggests some degree of synergism between the cytokines with regard to mitochondrial impairment. The underlying mechanisms of cytokine-mediated impaired mitochondrial function are currently unclear but would be relevant to address in future studies. We observed that the glucose response was slightly but significantly increased in EndoC-βH5 cells after exposure to cytokine combinations. This may reflect an increased level of oxidative stress, which is also known to be involved in beta-cell dysfunction (53). 

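SOD2 (ENSG00000112096, chromosome 6, 159669057 to 159745186) was 55.0 ± 13.3 CPM (SD, n = 4) in control cells and 77.3 ± 7.38 CPM (SD, n = 4) with cytokines. The log2 fold change was 0.52 (SE 0.17, adjusted p = 0.0356, limma), just past the thresholds. The ranges overlapped, since control library C (72.6 CPM) exceeded cytokine library B (69.7 CPM), and the 2-sided exact permutation test gave p = 0.0571. The log2 fold change was 0.67 within libraries A and B and 0.36 within libraries C and D. It stayed between 0.41 and 0.66 when each library was left out in turn, and 6 of these 8 fits lost the call. It was higher with cytokines in all 4 pairs, by 0.66, 0.69, 0.15 and 0.57 in A to D. Of the other 12 alternatives set in advance 11 kept the call, among them TMM scaling (0.67, adjusted p = 0.00361, limma), and 1 lost it, limma without the intensity trend (adjusted p = 0.0601). Of 7 added after seeing the data 4 kept it, all 4 of them with a block or a term for A and B against C and D, and 3 lost it. SOD2 shares 845 of its 16008 exon bases with another entry of the same name.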

Consistent with this notion, retrieval of RNA-Seq data for manganese superoxide dismutase (*SOD2*), an essential mitochondrial antioxidant enzyme, showed a modest but significant upregulation of this gene in response to cytokine treatment (data not shown), supportive of an increased oxidative stress level. Induction of *SOD2* is known to be highly NFκB-dependent (54) and, hence, foremost induced by IL-1β in insulin-secreting cells, however, IFNγ has been found to potentiate IL-1β-induced *SOD2* promotor activity (55). Further, in some cell types, IFNγ alone is sufficient to induce *SOD2* expression (56) underlining that in EndoC-βH5 cells, IFNγ might be sufficient to stimulate weak *SOD2* expression.

Around 50% of the genetic risk of type 1 diabetes resides within the *HLA* region (57). The remaining risk loci harbor both protein-coding and non-coding genomic regions, emphasizing the implication of both in type 1 diabetes risk (24, 57). By RNA-seq analysis, we found that 42 pinpointed candidate risk genes from type 1 diabetes-associated loci were differentially expressed after cytokine exposure. These included both mRNAs and lncRNAs. 

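Of the 42 genes labelled in Fig. 5C, 36 are protein-coding, with a median of 10.1 CPM, and 6 are lncRNA genes, with a median of 2.04 CPM. Of the protein-coding genes 29 were called, 17 higher and 12 lower, and of the lncRNA genes 2 were called, both lower (TAGAP-AS1 and KLF3-AS1). MEG3 (ENSG00000214548, chromosome 14, 100779410 to 100861031) was 983 ± 275 CPM in control cells and 1398 ± 339 CPM with cytokines (SD, n = 4 each), a log2 fold change of 0.52 (SE 0.27, adjusted p = 0.162, limma). With the pairs A to D as a replicate block, chosen after seeing the data, the adjusted p of MEG3 was 5.12e-06 (limma).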

Overall, we detected more than 16,000 genes expressed in EndoC-βH5 cells of which more than a third (6,000 genes: 1,934 up; 4,066 down) were modified by cytokines. This differential expression is seemingly larger than what was previously reported in similar studies of human islets and Endo-βH1 cells (58, 59), and may represent cell model-specific variations but could also result from experimental differences. 

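On the deposited CPM scale 1574 genes were called higher and 2896 lower (64.8% lower), and the median log2 fold change of all genes was -0.17. The scaling moved this split. With TMM scaling 2168 were higher and 1911 lower (46.9% lower), with a median of -0.01. Median-of-ratios scaling gave 2200 higher and 1883 lower, quantile normalization 1856 and 2201, loess normalization 2163 and 1730, and values relative to GAPDH 2268 and 1256. Among the protein-coding genes 1398 were called higher and 2251 lower, and among the lncRNA genes 130 and 551, on the CPM scale.

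**Figure D2:**
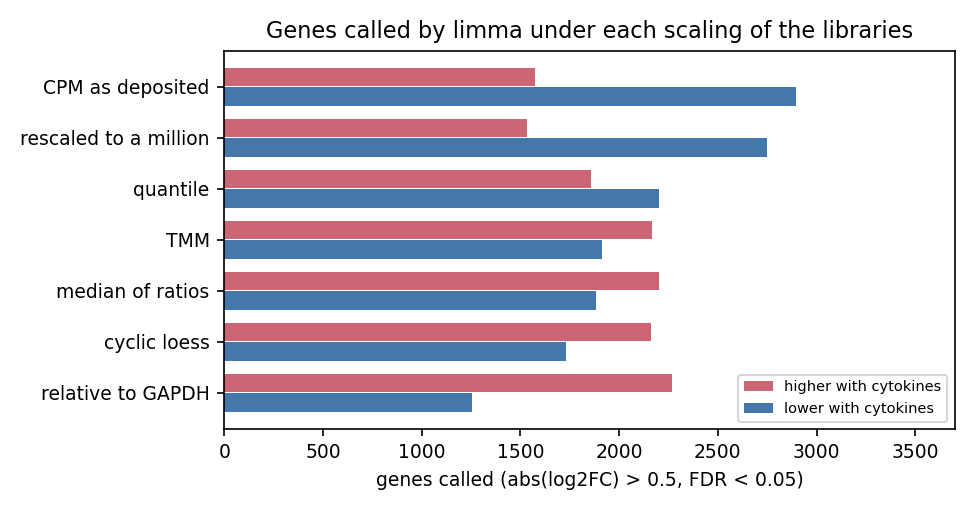
Number of genes called higher and lower with cytokines under each of 7 scalings of the same 8 libraries, with bars from 0. Fewer genes were lower than higher with TMM (1911 lower) and relative to GAPDH (1256 lower), unlike on the CPM scale (2896 lower).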

By pathway analysis, we were able to predict relevant molecular interactions, including functions related to cell death and survival, and diabetes. Furthermore, we validated several mRNAs and lncRNAs that are known to be implicated in beta-cell apoptosis and dysfunction (18, 19), highlighting that despite EndoC-βH5 cells in some aspects appear different from e.g. EndoC-βH1 cells, they also share important characteristics with more established beta-cell models.

We found very low expression levels of the receptors for IL-1β and TNFα questioning whether EndoC-βH5 cells are sensitive to IL-1β and TNFα at all. In contrast, the receptor for IFNγ, *IFNGR1/2*, was expressed at a higher level. The low expression of the IL-1 and TNF receptors provides a plausible explanation as to why IL-1β and TNFα failed to show individual or synergistic effects when combined with IFNγ. Although very low expression of particularly *IL1R1* may be a characteristic feature of EndoC-βH5 cells, this receptor also seems lowly expressed relative to the IFNγ receptor in both EndoC-βH1 cells (59) and purified human beta cells (60, 61) as revealed by extraction of available RNA-Seq data from these cells. The low expression levels of the IL-1 and TNF receptors in EndoC-βH5 cells may be a limitation of this cell model regarding the use of these cells for studies using other cytokines than IFNγ.

Thus far, only few studies have been published on EndoC-βH5 cells (8, 9), but the cells hold promise as a superior model of native human beta cells over other human beta-cell models. The validity of the human hybrid beta-cell line 1.1B4 (62) must be questioned, as a study reported rodent cell contamination in the cell stocks and established deprivation of insulin and glucose responsiveness after isolation of the human cell population (48). The EndoC-βH1 cell line is the most widely used human beta-cell line and has been used by many research laboratories for the past 10 years (2–4). However, EndoC-βH1 cells suffer from functional limitations compared to native beta cells (3–7). Moreover, during the original expansion of the EndoC-βH1 cells in mice, the cells were stably infected with a xenotropic murine virus (5). It is still uncertain to which extent the infection with this virus affects the cells’ phenotype and cautions should be taken when extrapolating results from this cell line.

Although of relevance, we chose not to perform a direct head-to-head comparison of the EndoC-βH5 cells with other cell models. The present work is therefore limited with regards to determining the exact discrepancies between EndoC-βH5 cells and e.g., human islets and EndoC-βH1 cells. However, our study offers detailed insight into the EndoC-βH5 cells’ cytokine sensitivity profile and cellular responses including functional and transcriptomic effects. Besides being advantageous by having non-cancerous properties, i.e., a non-proliferative phenotype, and absence of the xenotropic murine virus, EndoC-βH5 cells possess key beta-cell properties including a high insulin secretory capacity. We demonstrate the EndoC-βH5 cells’ selective responsiveness to IFNγ over other diabetogenic cytokines, highlighting IFNγ as the most potent cytokine in this beta-cell model. Although this appears to be a potential limitation of the EndoC-βH5 cells and a trait not necessarily representative of native human beta cells, further studies are required to fully establish if other diabetogenic cytokines including IL-1β and TNFα have deleterious effects in EndoC-βH5 cells. Our study demonstrates that IFNγ induces several relevant cellular responses including upregulation of MHC-I, STAT1 activation, and chemokine secretion. To our knowledge, this is the first study describing the EndoC-βH5 cells’ sensitivity profile to cytokines. It will be important to further investigate IFNγ-induced responses in beta cells to decipher the underlying mechanisms of this key diabetogenic factor to understand it’s role in a pathophysiological context in humans.

## Data availability statement

The data presented in the study are deposited in the Gene Expression Omnibus (GEO) repository, accession number GSE218735.

## Author contributions

CF and JS conceptualized the study. CF, RG, FP, SK, and JS designed the study. CF, RG, CS, JM, KH, TF, and SK contributed to the acquisition of data. CF made the first draft of the manuscript which was commented by JS. All authors contributed to the article and approved the submitted version.

# Supplementary material for: Characterization of the functional and transcriptomic effects of pro-inflammatory cytokines on human EndoC-βH5 beta cells
**Source:** Front Endocrinol (Lausanne). 2023 Apr 11;14:1128523. doi: 10.3389/fendo.2023.1128523
**Supplement:** Supplementary file 1

Supplementary Material

Characterization of the functional and transcriptomic effects of pro-inflammatory cytokines on human EndoC-βH5 beta cells

**Caroline Frørup^1^, Rebekka Gerwig^1^, Cecilie Amalie Søndergaard Svane^1^, Joana Mendes Lopes de Melo^1^, Kristine Henriksen^1^, Tina Fløyel^1^, Flemming Pociot^1,2^, Simranjeet Kaur^1^, Joachim Størling^1,3*^**

# Supplementary Data

## Supplementary Tables

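Supplementary Table S1 gives TPM, in which reads are divided by gene length before each library is scaled to a common sum. TPM computed from the recovered reads and GENCODE exon lengths, an addition made after seeing the data, covered 16160 genes (97.8%). IFNGR1 was 29.6 ± 4.35 TPM and 37.3 ± 3.95 TPM (SD, n = 4 each) in control and cytokine libraries, and IFNGR2 was 84.3 ± 22.5 TPM and 85.4 ± 23.0 TPM (SD, n = 4 each). IL1RAP was 2.00 ± 0.0941 TPM and 2.71 ± 0.193 TPM, and IL1R1 was 0.303 ± 0.0589 TPM and 0.412 ± 0.209 TPM (SD, n = 4 each). The values depend on the length used. With the span of the gene, introns included, also chosen after seeing the data, IFNGR1 was 8.57 ± 2.86 TPM and 12.1 ± 3.10 TPM, and IFNGR2 was 5.51 ± 2.45 TPM and 6.33 ± 2.82 TPM (SD, n = 4 each), the reverse order. IL1RAP was then 0.289 ± 0.0564 TPM and 0.446 ± 0.0931 TPM, and IL1R1 0.0345 ± 0.00507 TPM and 0.0511 ± 0.0188 TPM (SD, n = 4 each).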

**Supplementary Table S1** TPM values of cytokine receptors and beta-cell identity genes retrieved from RNA sequencing of untreated control cells or cells exposed to cytokines (50 U/mL IL-1β, 1000 U/mL IFNγ and 1000 U/mL TNFα) for 48 h (CTRL_1-4, 4 replicates of untreated control cells; CYT_1-4, 4 replicates of cytokine-exposed cells).

| **Gene ID** | **Gene name** | **Chr.** | **CTRL_1** | **CTRL_2** | **CTRL_3** | **CTRL_4** | **CYT_1** | **CYT_2** | **CYT_3** | **CYT_4** |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
| ENSG00000115594 | *IL1R1* | 2 | 0.02 | 0.02 | 0.03 | 0.04 | 0.03 | 0.04 | 0.05 | 0.06 |
| ENSG00000115590 | *IL1R2* | 2 | 0.02 | 0.01 | 0.03 | 0.05 | 0.00 | 0.01 | 0.02 | 0.11 |
| ENSG00000196083 | *IL1RAP* | 3 | 0.14 | 0.14 | 0.20 | 0.20 | 0.23 | 0.21 | 0.33 | 0.30 |
| ENSG00000067182 | *TNFRSF1A* | 12 | 0.40 | 0.50 | 0.61 | 0.54 | 0.77 | 0.78 | 0.90 | 0.90 |
| ENSG00000028137 | *TNFRSF1B* | 1 | 0.08 | 0.00 | 0.00 | 0.05 | 0.06 | 0.02 | 0.13 | 0.18 |
| ENSG00000027697 | *IFNGR1* | 6 | 3.75 | 4.16 | 6.72 | 5.36 | 6.83 | 6.18 | 9.05 | 9.97 |
| ENSG00000159128 | *IFNGR2* | 21 | 2.57 | 2.75 | 5.55 | 4.35 | 3.23 | 3.24 | 6.65 | 5.42 |
| ENSG00000254647 | *INS* | 11 | 10608.0 | 13137.7 | 23653.1 | 12251.5 | 11158.2 | 10638.7 | 23514.2 | 15199.3 |
| ENSG00000139515 | *PDX1* | 13 | 178.89 | 182.51 | 288.64 | 218.21 | 132.93 | 128.51 | 187.16 | 153.15 |
| ENSG00000182759 | *MAFA* | 8 | 3.64 | 4.12 | 10.02 | 6.82 | 0.93 | 1.07 | 2.42 | 1.60 |
| ENSG00000163623 | *NKX6-1* | 4 | 66.78 | 60.70 | 108.50 | 68.22 | 103.97 | 99.30 | 175.19 | 100.05 |

## Supplementary Figures

**
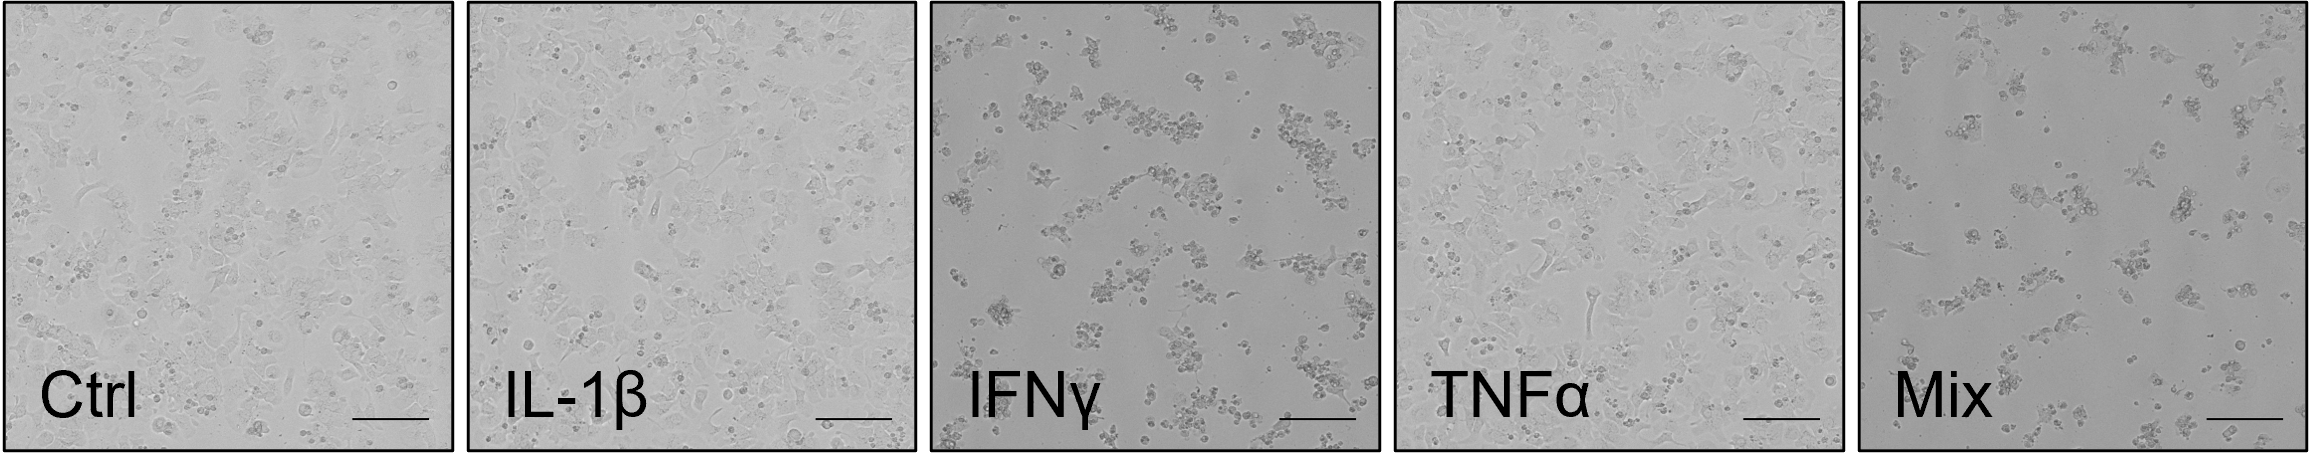
**

**Supplementary Figure S1** Representative phase contrast images of EndoC-BH5 cells left untreated (Ctrl) or after 7 days of cytokine treatment (50 U/mL IL-1β, 1000 U/mL IFNγ and 1000 U/mL TNFα) in combination (Mix) or individual cytokines, respectively. Scale bars indicate 200 μm.

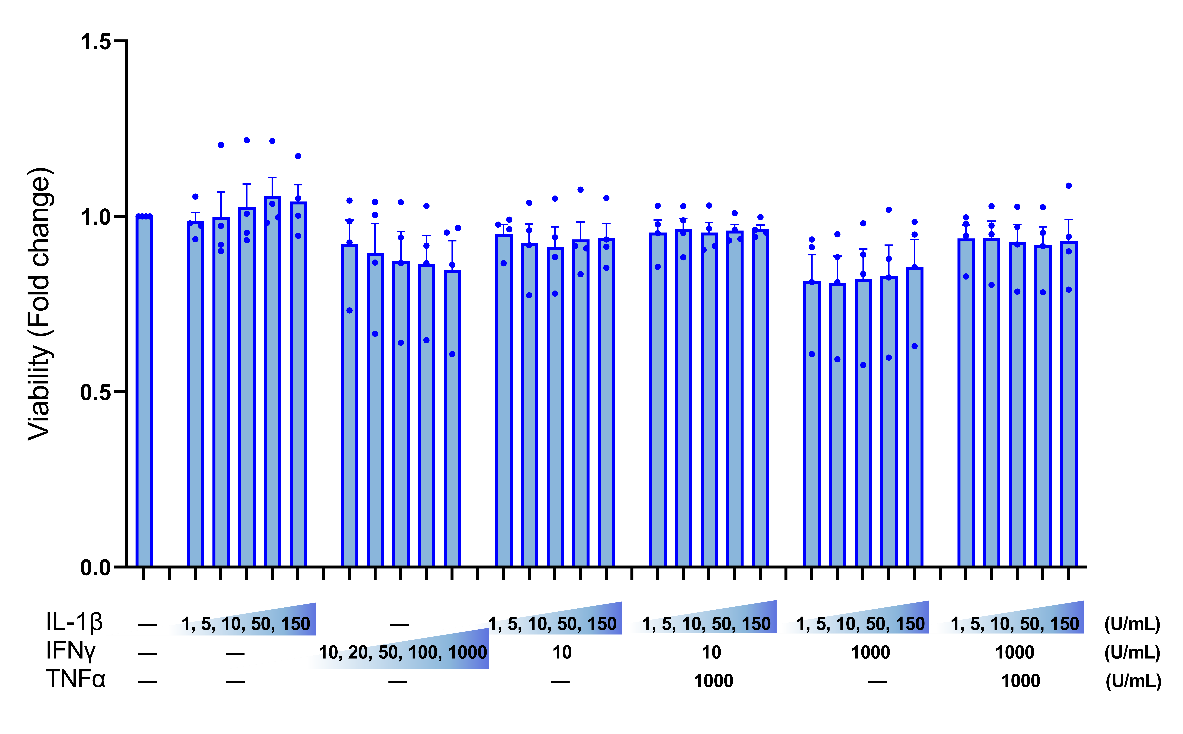

**Supplementary Figure S2** Viability after exposure to IL-1β, IFNγ and TNFα at the indicated concentrations for 96 h. Data are means ± SEM (n=4).

A B C D

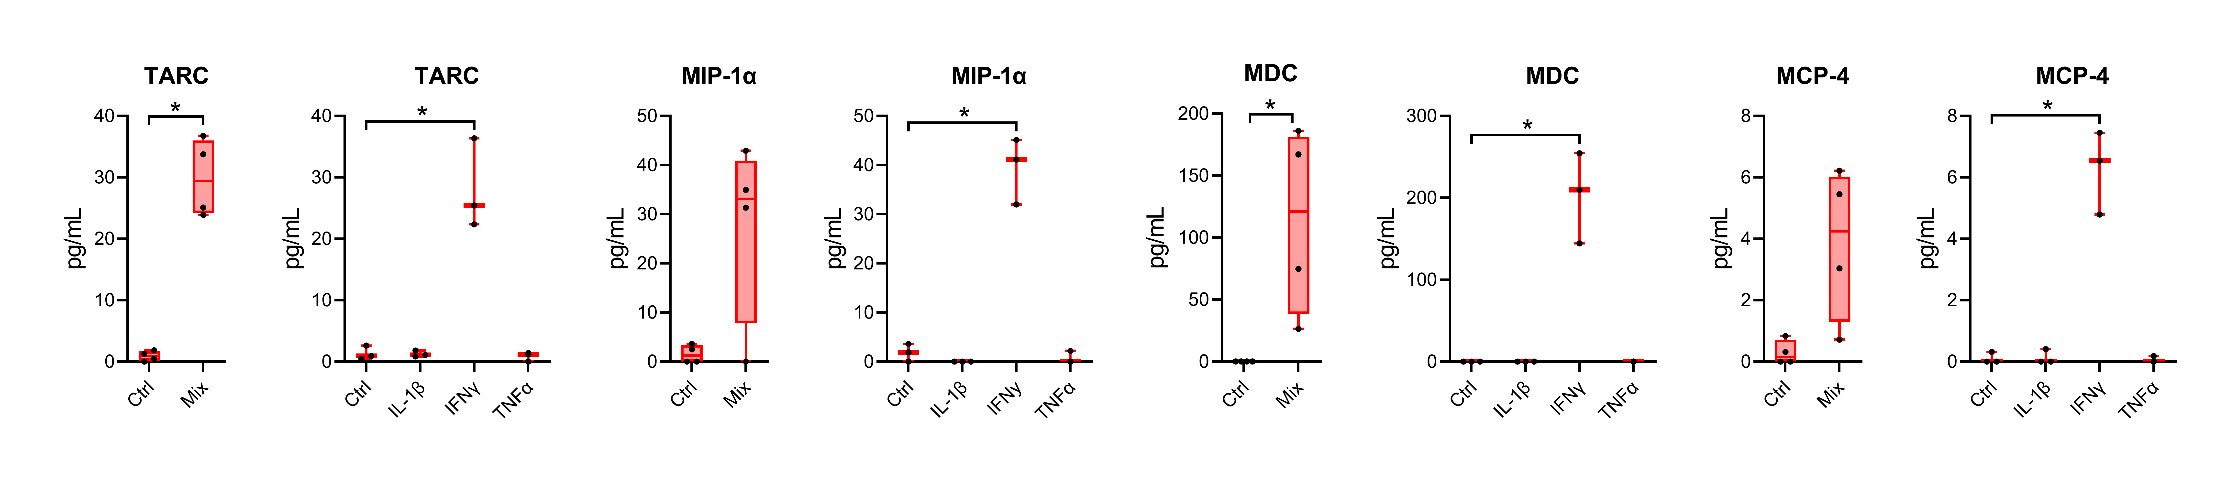

E F G H

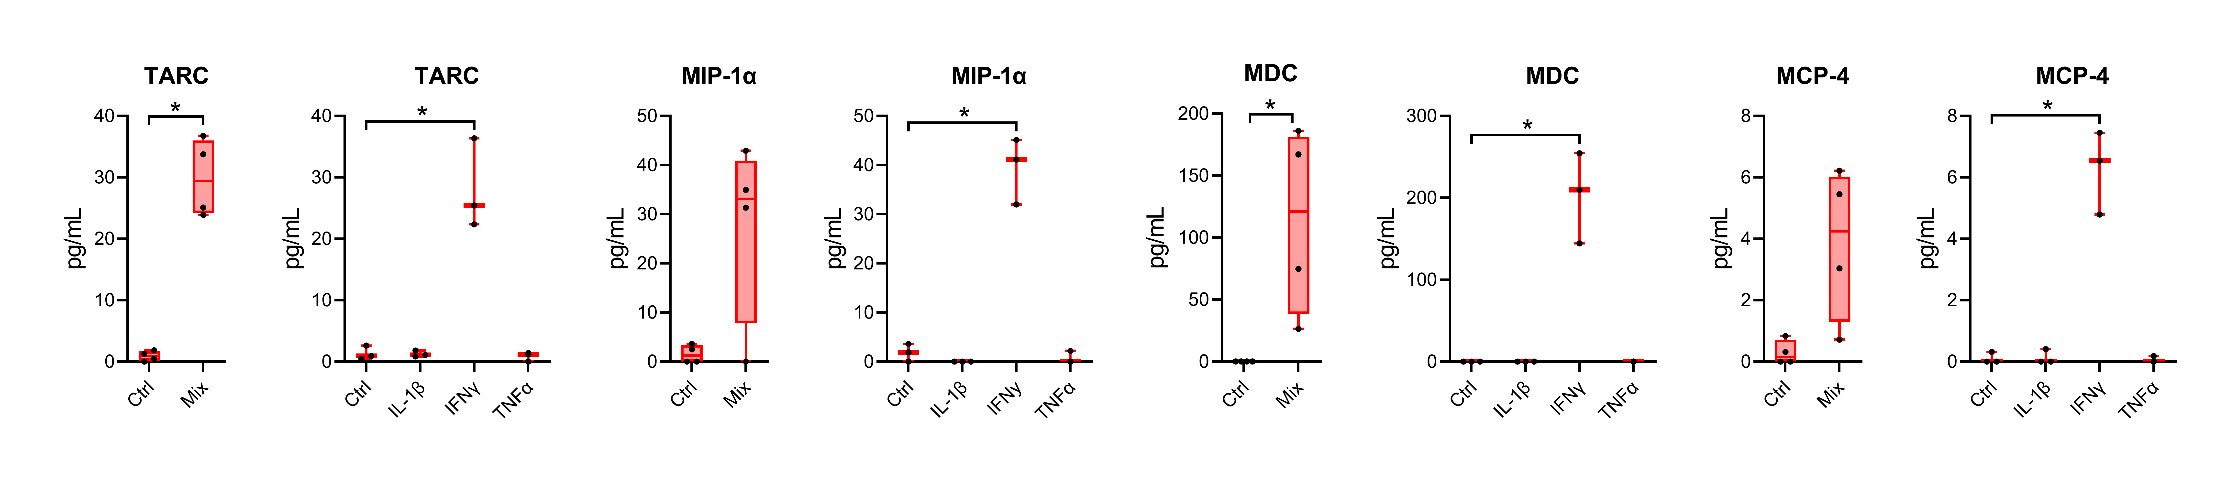

**Supplementary Figure S3** Accumulated chemokines in the culture medium from EndoC-βH5 cells after 48 h of cytokine treatment (50 U/mL IL-1β, 1000 U/mL IFNγ and 1000 U/mL TNFα) in combination (Mix) or individual cytokines, respectively: (**A**-**B**) TARC/CCL17 (**C**-**D**) MIP-1α/CCL4, (**E**-**F**) MDC/CCL22, (**G**-**H**) MCP-4/CCL13. Data are mean pg/mL with median and 5/95 percentiles (n=3-4).

A B

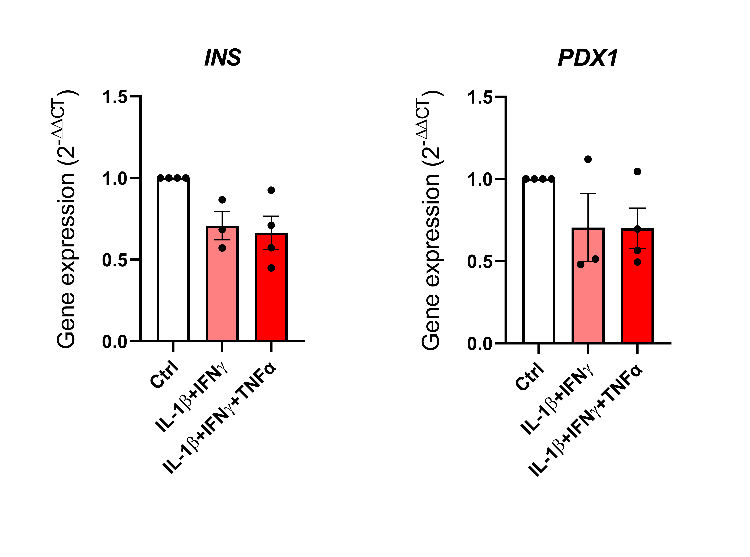

**Supplementary Figure S4** Expression of (**A**) *INS* and (**B**) *PDX1* after exposure to cytokines (50 U/mL IL-1β, 1000 U/mL IFNγ and 1000 U/mL TNFα) for 48 h. *GAPDH* was used as housekeeping gene. Data are means ± SEM (n=3-4).

A B

**
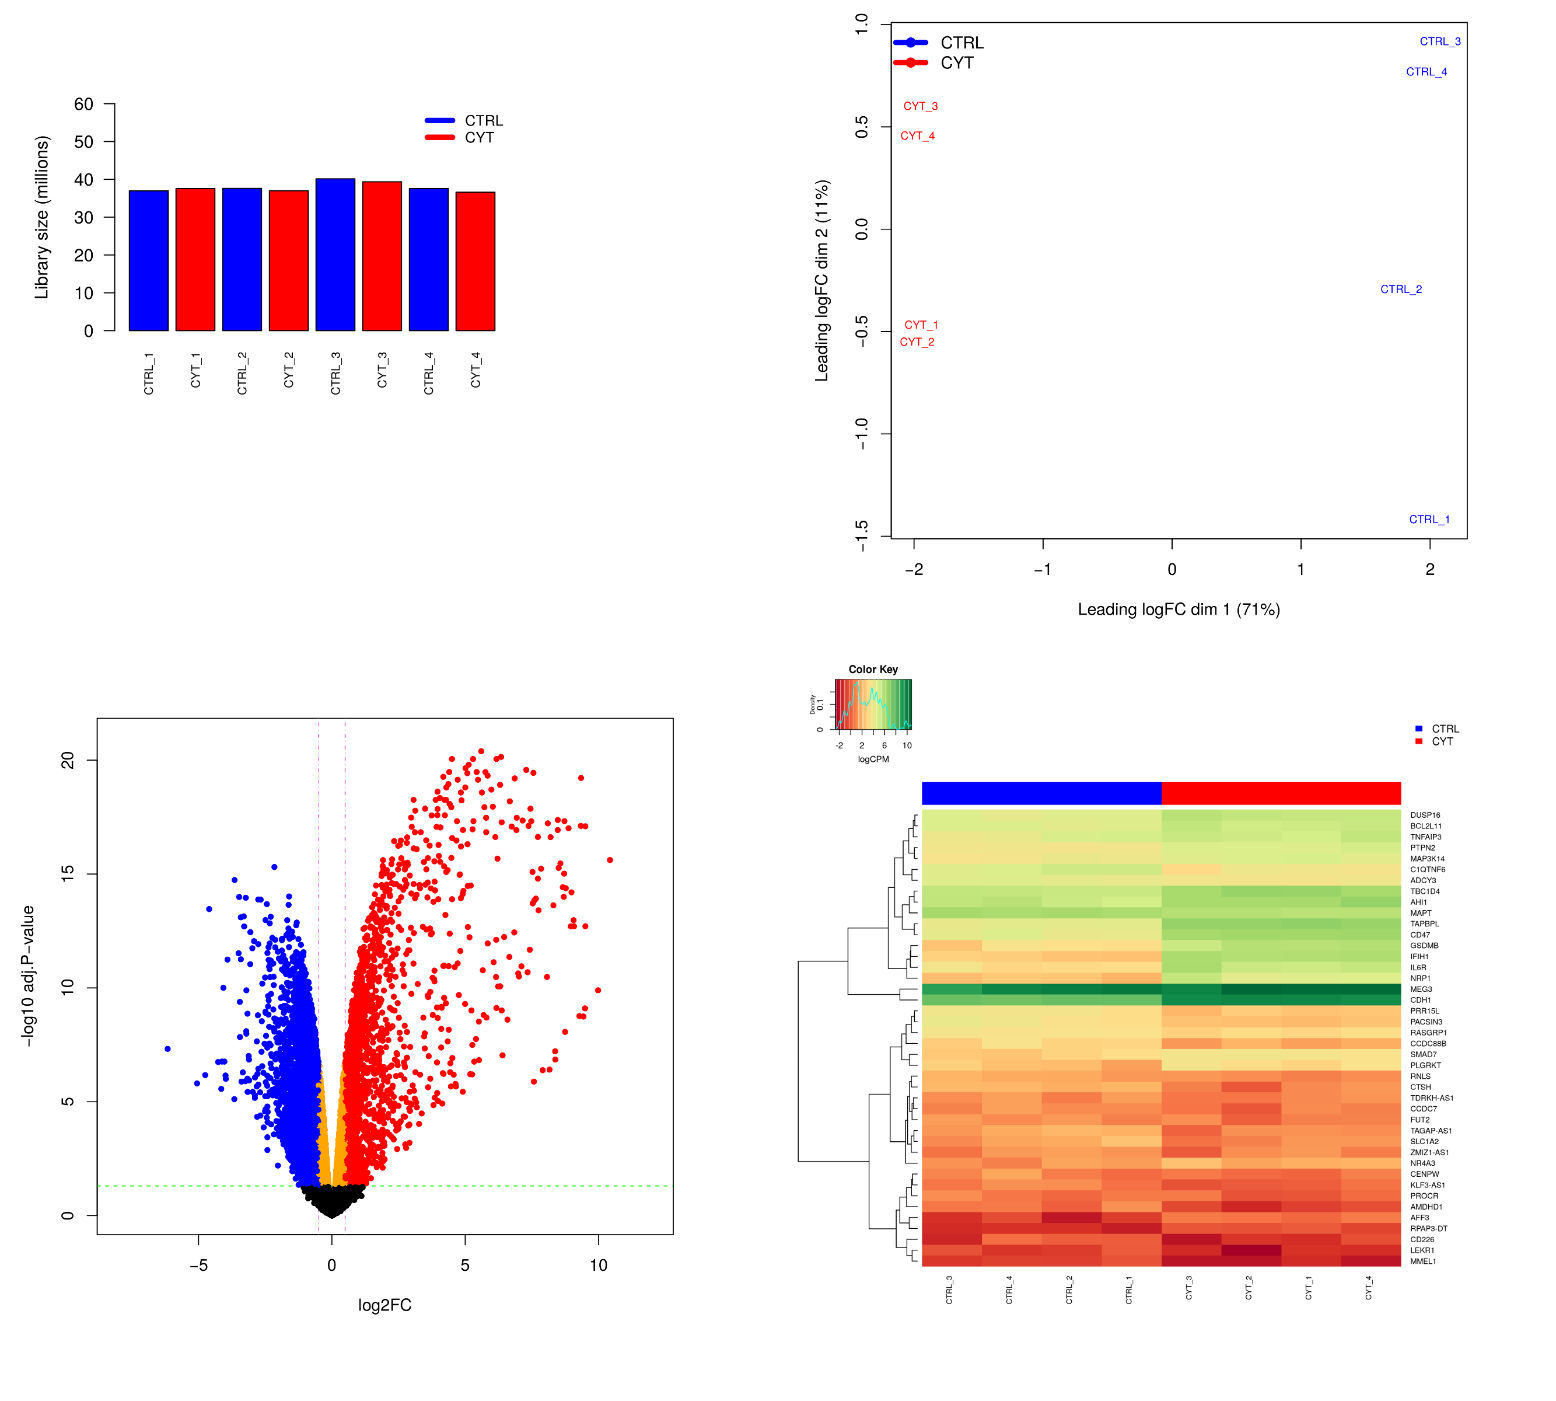
**
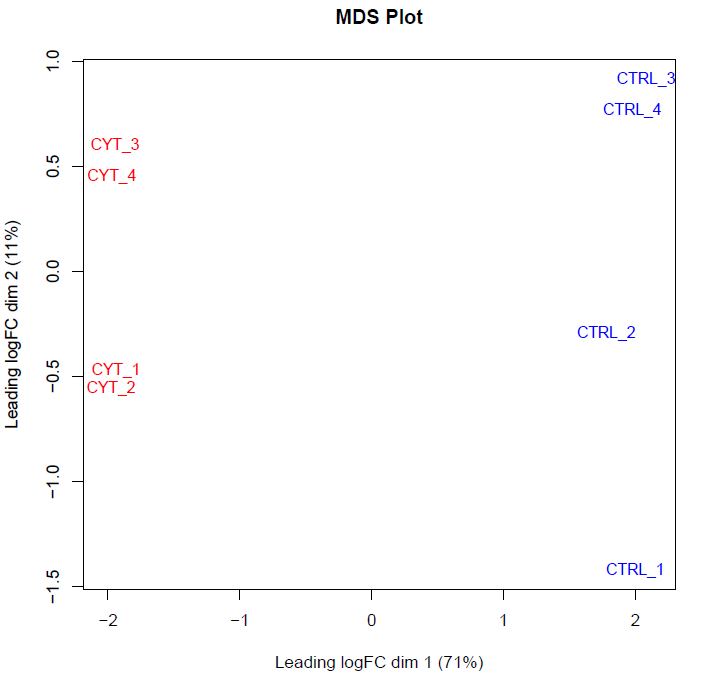

**Supplementary Figure S5** RNA sequencing of untreated control cells or cells exposed to cytokines (50 U/mL IL-1β, 1000 U/mL IFNγ and 1000 U/mL TNFα) for 48 h. (**A**) Library size and (**B**) MDS plot of each of the RNA samples sequenced (CTRL_1-4, 4 replicates of untreated control cells; CYT_1-4, 4 replicates of cytokine-exposed cells).

A B C D

**
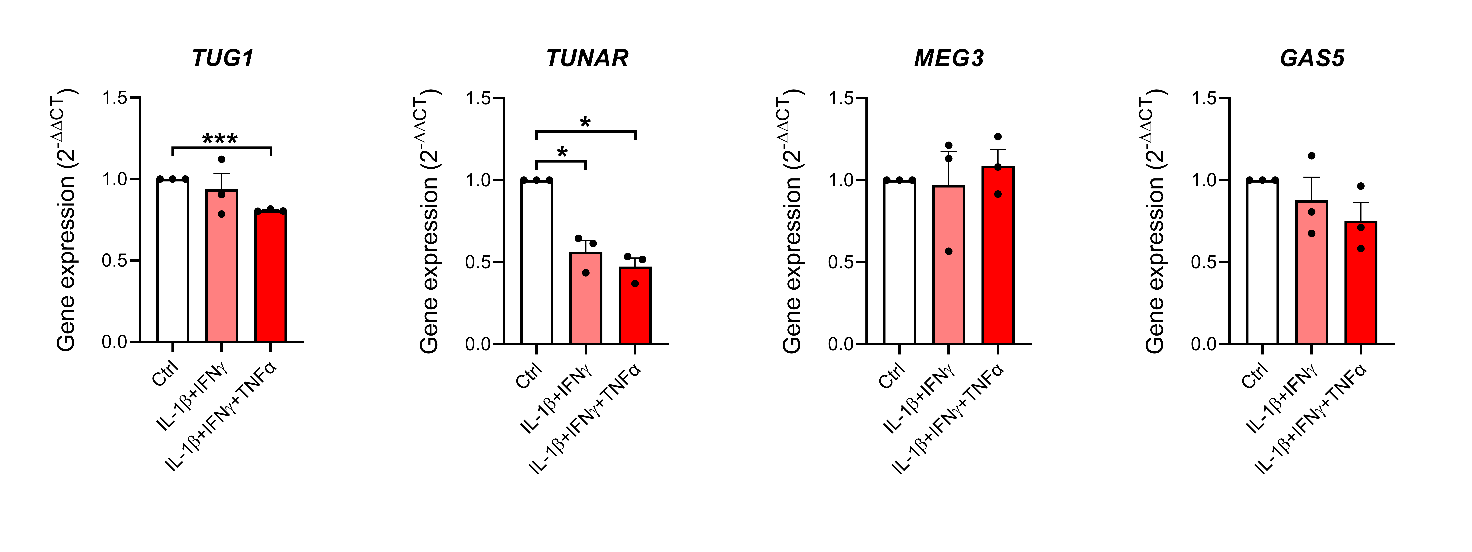
 Supplementary Figure S6** Expression of four lncRNAs (**A**) *TUG1*, (**B**) *TUNAR*, (**C**) *MEG3* and (**D**) *GAS5* after exposure to cytokines (50 U/mL IL-1β, 1000 U/mL IFNγ and 1000 U/mL TNFα) for 48 h. *GAPDH* was used as housekeeping gene. Data are means ± SEM (n=3), *p<0.05, ***p<0.001.

How the deposited data were processed for this re-analysis (not part of the article)

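RNA from 4 control cultures and 4 cytokine-treated cultures of the EndoC-βH5 line was sequenced by the authors, who aligned the reads, counted them on genes, kept genes above 0.5 CPM in at least 4 samples and deposited CPM values. Another 4 columns of values in the same table were not used here; with the 8 libraries used, 371 genes are above 0.5 CPM in fewer than 4. Every value used was a whole multiple of 1 read, which gave the reads behind each value and a limit of 3 reads for a count of 0. Genes without a symbol (1475) are named by their Ensembl identifier. Symbols, identifiers and biotypes are those of the table. Lengths and coordinates come from GENCODE 29 on GRCh38, in which 16160 genes had an entry, all on the same chromosome as in the table; the methods name Ensembl release 107 on the same build.

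The main test was limma 3.58.1 in R 4.3.3 on log2(CPM + 0.1) with an intensity trend, all 8 libraries and no block, and Benjamini-Hochberg adjustment over the 16525 genes. A gene was called at an absolute log2 fold change above 0.5 and an FDR below 0.05, the thresholds of the paper. Alternatives to the scaling, the pseudocount (0.5 and 1 in place of 0.1), a filter at a mean of 1 CPM, the intensity trend, the thresholds and the test were run, with edgeR 4.0.16 and DESeq2 1.42.0 on the recovered reads, and each library was left out in turn. These choices and the main tests were set before the data were examined. Tables were made with Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and scipy 1.17.1, and figures with matplotlib 3.10.9. Multidimensional scaling used the 500 genes that differed most in each pair of libraries. Single genes were compared by 2-sided exact permutation tests of 4 against 4 libraries, whose smallest p is 0.0286.

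Fits with the replicate number as a block or with replicates grouped in a batch term had been planned, but the columns carry no replicate number. Fits with the shared first part of the column names (A to D) as a replicate block, with a term for A and B against C and D, with edgeR without TMM, with TPM and with CPM over nuclear genes were added after seeing the data. TPM used GENCODE exon lengths and, for the genes of Supplementary Table S1 only, also gene spans. As a check of the pairing, deviations from the group mean correlated across genes by 0.46, 0.50, 0.75 and 0.68 within pairs A to D. Control A correlated with cytokine library B by 0.45 and control B with cytokine library A by 0.49, so A and B are not told apart by this check. Library pairs within a condition differed by a chi-square per gene of 5.89 or more, so no library is a copy of another.

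Gene lists were fixed in advance: antigen presentation, other beta-cell genes, cell cycle, ER stress, exocrine, other islet hormones and markers, mitochondrially encoded, NF-kB targets, nuclear oxidative phosphorylation, ribosomal proteins, HLA class I, chemokines and housekeeping genes. They were tested with limma's camera with an inter-gene correlation of 0.01. Genes named in the text are those the paper names, the 10 largest rises and the 10 largest falls among called genes whose libraries do not overlap between conditions (in place of same-numbered pairs, which the columns do not give), and the 3 genes of highest mean CPM of each list of general knowledge. On simulated changes in 200 genes limma recovered 200 with 2 false calls among 16325 genes, edgeR 200 with 1, and DESeq2 199 with 0. The simulated genes all had the same dispersion, and no difference between experiments was simulated. Only genes of at least 1 CPM were changed, by 1 or 2 on the log2 scale. These counts therefore check that the tests run as meant and do not measure missed or false calls in the real libraries. Some genes that this rule covers are not reported here. The pathway analysis with the IPA tool was not repeated.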

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

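The comparisons with random gene lists and the test of shared name prefixes were planned before their results were seen; no test in this part was chosen after its result.

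In 24 of 320 groups of 4 libraries, 1 library lay far from the other 3 by the gap to the nearest library as a share of the group's range (Dixon's test); 16.0 groups would be so by chance. Library C was the far one in HSPA6 with cytokines (0.865, 196 CPM against 85.1 to 100.0), IL6R in control (0.928), TAGAP-AS1 with cytokines (0.894), DDX58 with cytokines (0.865, 0.604 CPM against 2.58 to 2.89), FOXM1 in control (0.911, 17.6 CPM against 37.6 to 39.5), EP400 in control (0.864) and with cytokines (0.928), TUNAR in control (0.834), HLA-E with cytokines (0.830), CHGA in control (0.842), ATP5F1B with cytokines (0.865) and RPLP0 in control (0.834). Library D was the far one in AHI1 with cytokines (0.849), CCDC88B in control (0.912) and CCDC7 in control (0.939). Library B was the far one in the controls of LGALS2 (0.963), HCP5 (0.865), LINC02538 (0.942) and SOCS1 (0.838), and library A in the controls of LINC02605 (0.848), TNFSF10 (0.984) and DDIT3 (0.846). The share of the library total on the listed genes was low in library D in control (0.869, 73.4%) and with cytokines (0.854, 73.5%), against 79.0% to 79.9% elsewhere. A difference between experiments that share a name prefix was tested over all genes of at least 5 CPM. Of 70 genes with a far library in both conditions, 58 (82.9%) had the same prefix on the same side, against 1 in 8 by chance, 50 of them in C and 8 in D. These values are consistent with a difference between experiments for libraries C and D; what differed was not tested. The 58 genes include 0 for A and 0 for B, so for those libraries no explanation was tested.

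Antigen presentation, ER stress and NF-kB target genes rose as lists. The paper itself reports higher HLA genes and ER stress markers with cytokines. Antigen presentation genes (14 of 21 present) had a median log2 fold change of 4.76, with 14 of 14 higher and called (camera FDR 5.36e-24), ER stress genes (24 of 24 present) 0.64, with 23 of 24 higher (FDR 2.72e-08), and NF-kB target genes (18 of 25 present, 1 of them also in a list from the paper) 1.09, with 15 of 18 higher (FDR 4.19e-07). All 3 medians stayed above 0 under each scaling tried. In 10000 random lists of the same expression level none was as extreme (share 0.0001 for each of the 3 lists, the smallest they can give), which argues against expression level as the cause. With the correlation between genes estimated, only antigen presentation passed (FDR 0.000431), and under fry all 3 did. For antigen presentation these values argue against scaling, expression level and correlation between genes as the whole cause. A response to the cytokines stays open as a hypothesis, beside reads shared between HLA genes, which were not tested. For ER stress and NF-kB target genes correlation between genes stays open beside such a response.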

How the results depend on the processing

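The fits with the name prefix or the A and B against C and D term, edgeR without TMM, TPM (by exon length or gene span) and CPM over nuclear genes were chosen after seeing the data. The cause of the changes listed here was not tested unless stated.

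Of 158 named genes, 104 kept direction and call under each of the 27 alternatives that tested them (117 under the 20 set in advance), 17 called genes lost the call at least once, 25 gained one and 13 changed direction at least once, 0 of them called. Total calls were 3899 to 4339 over the 8 fits that each left out one library (1375 to 1700 higher, 2397 to 2922 lower).

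Genes called lower fell from 2896 to 1883 with median-of-ratios scaling, 1911 with TMM, 1730 with loess, 1256 relative to GAPDH, 1892 with edgeR and TMM and 1734 with TPM. At an absolute log2 fold change above 1, 2049 genes passed (904 higher, 1145 lower), and with treat 1378 (732 and 646). With edgeR, TMM and the prefix as a replicate block, 2627 were higher. With the prefix as a replicate block limma called 5852 genes, and all 4470 genes were among them. Among the named genes the limma block changed the calls of the 11 type 1 diabetes candidates not called otherwise, PRDM16, IAPP, PCNA, HSPA5, GCG, MT-CO1, MT-ND4 and NFKB2, all gained, and no other call; the real split was 1 of the 8 that part all 4 pairs, so the smallest share is 0.125.

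Receptor genes called were 2 with median-of-ratios, TMM, quantile, loess and GAPDH scaling, edgeR with TMM (also with the block) and DESeq2, and 0 with a mean of at least 1 CPM, where fewer genes were tested. That filter also left 24 Table 1 genes. Type 1 diabetes candidates were 16 (8 higher, 8 lower) above 1 and 11 (7 higher, 4 lower) with treat. Those called lower were 8 with loess, 7 relative to GAPDH, 22 with the replicate block in limma and in edgeR without TMM, and 8 with TPM. Leaving out 1 library gave 26 to 28 candidates.

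The first dimension of the scaling held 64.7% with all genes, 81.3% with 100 genes per pair, 80.9% with pseudocount 1, and 74.8% to 78.0% without 1 library. SOD2 lost its call without an intensity trend (0.52, FDR 0.0601), with edgeR without TMM (0.49), TPM (0.59, FDR 0.121) and nuclear CPM (0.45), and ranged from 0.41 to 0.66 without 1 library. Of the gene lists, 1 passed with an estimated correlation in place of 7.

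Direction changed as follows, in the order median-of-ratios, TMM, GAPDH, edgeR with TMM, DESeq2 and edgeR with TMM and the replicate block. IFNGR2 gave 0.0978, 0.0919, 0.1448, 0.1045, 0.1111 and 0.0932, PPIA 0.069, 0.0631, 0.1159, 0.062, 0.0689 and 0.0631, CPE 0.1039, 0.098, 0.1507, 0.1251, 0.1335 and 0.098, MCM2 0.0751, 0.0692, 0.1221, 0.0549, 0.0614 and 0.068 and ATP5F1B 0.1048, 0.0989, 0.1516, 0.0963, 0.1033 and 0.0988. Relative to GAPDH, MAVS gave 0.0097, INS 0.0384 and ACTB 0.0081. CPE gave 0.0312 with loess, and SST -0.0718 with quantile and -0.0026 with edgeR without TMM. With TPM, IFNGR2 gave 0.0178, CPE 0.0237 and ATP5F1B 0.0247, and with nuclear CPM, EP400 gave -0.0482, KRT19 -0.0475 and ATP5F1E -0.0328. Without 1 library the ranges were EP400 -0.085 to 0.1796, IFNGR2 -0.1894 to 0.046, PPIA -0.1661 to 0.0229, CPE -0.3241 to 0.1934, MCM2 -0.2254 to 0.0735, SST -0.3809 to 0.4831, ATP5F1B -0.1407 to 0.0758, KRT19 -0.2128 to 0.2319, ATP5F1E -0.1586 to 0.247 and IL1R1 -0.0629 to 0.4546. For 2 gene lists the direction given by the test changed while the median relative to all genes did not: nuclear oxidative phosphorylation went from up to down under fry (0.11 in both), and exocrine from down to up with the replicate block (0.18 in both). With gene spans in place of exon lengths, 14 of 18 TPM values moved by more than 1 SD.

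The planned fits with the replicate number as a block, and with replicates grouped in a batch term, were not run, since the columns carry no such number. At this depth, a gene with 0 reads cannot be told from one at up to 3 reads, which limits the fold changes of TNFRSF1B and the other genes given as lower bounds.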

Differences from the paper's values

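The settings named here as set in advance were set before the data were examined; the fits with a name-prefix block, with an A and B against C and D term, with edgeR without TMM, with TPM and with nuclear CPM were chosen after seeing the values.

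The paper gives 22 type 1 diabetes candidates as lower, against 14 here. Of the settings set in advance, limma without an intensity trend (15) came within the limits used, and the others did not. Of those chosen after seeing the values, the replicate block in limma (22), edgeR without TMM with the block (22), the A and B against C and D term (18) and nuclear CPM (15) did. The paper gives 42 candidates, 31 here, and 42 with the block in limma or in edgeR without TMM, but 34 in edgeR with TMM and the block. RPAP3-DT and NR4A3 were called with median-of-ratios, TMM, quantile, loess and GAPDH scaling, edgeR with TMM and DESeq2, RPAP3-DT and LEKR1 without an intensity trend, and CD226 without control library C. Fits chosen after seeing the values called 5 (edgeR with TMM and the block), 7 (A and B against C and D) and 1 (nuclear CPM, LEKR1) of the 11 not called here.

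The paper gives 6000 genes (1934 higher, 4066 lower), against 4470 here (1574 and 2896). The closest setting set in advance was an FDR below 0.05 alone, at 5092. The replicate block in limma (5852) and in edgeR without TMM (5821), both chosen after seeing the values, came closer. These 2 fits gave 1917 and 1898 genes higher, and 3935 and 3923 lower. In edgeR with TMM and the block 2627 were higher and 2660 lower.

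For Table 1 the paper's log2 fold change, then the one here, is 9.35 and 8.43 for CXCL11, -4.26 and -3.25 for SLC6A18, -4.15 and -2.78 for LGALS2, -4.02 and -2.74 for OMG, -3.99 and -2.74 for PABPN1L, -3.98 and -2.78 for TMEM72, -3.66 and -2.41 for HTR1B, 7.52 and 6.17 for USP30-AS1, 6.16 and 5.11 for LINC02605, 6.15 and 4.37 for ENSG00000286647, 6.06 and 5.10 for CYLD-AS1 and -2.97 and -2.37 for LINC02538. Of the settings set in advance, the edgeR test with TMM and DESeq2 on recovered reads closed the gap for all 12. For CXCL11 so did loess and GAPDH scaling and leaving out control library D. For SLC6A18 rescaled CPM, quantile normalization and leaving out control library D did. For CYLD-AS1 rescaled CPM, median-of-ratios, TMM, loess and GAPDH scaling and leaving out control library B or D or cytokine library C or D did, and for LINC02538 quantile normalization did. The other settings set in advance closed none. The largest gaps were in the 10 genes with all libraries of 1 condition at 3 reads or fewer, whose fold here is a lower bound and so is not counted as a difference. The paper's value and the fitted one here were 10.43 and 6.60 for SAMD9L, 9.98 and 4.75 for RTP4, 9.43 and 4.19 for ART3, 9.50 and 7.37 for BISPR, 9.49 and 4.27 for ETV7-AS1, 9.28 and 4.02 for ENSG00000289582, 6.40 and 2.79 for ENSG00000273272, -4.75 and -2.59 for CCDC177, -6.16 and -3.61 for ENSG00000261240 and -5.05 and -2.58 for ENSG00000260573. With edgeR and TMM the largest gap over all 40 genes was 0.246, against 5.26 here, and the median gap was 0.152. With edgeR without TMM, chosen after seeing the values, they were 0.108 and 0.013, and with the block as well 0.0823 and 0.0094. For these genes edgeR without TMM thus came closer to the paper than edgeR with TMM. Of the fits chosen after seeing the values, edgeR without TMM, and edgeR with the block with or without TMM, closed all 12. TPM did so for CXCL11, SLC6A18, LGALS2, TMEM72 and USP30-AS1, and nuclear CPM for CXCL11, SLC6A18, CYLD-AS1 and LINC02538.

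For Supplementary Table S1 the paper's mean TPM, then TPM computed here from GENCODE exon lengths, then from gene spans (introns included, chosen after seeing the values), was 0.0275, 0.303 and 0.0345 for IL1R1 in control and 0.0450, 0.412 and 0.0511 with cytokines, 0.17, 2.00 and 0.289 for IL1RAP in control and 0.268, 2.71 and 0.446 with cytokines, and 0.0975, 0.438 and 0.0945 for TNFRSF1B with cytokines. It was 5.00, 29.6 and 8.57 for IFNGR1 in control, 8.01, 37.3 and 12.1 with cytokines, and 3.81, 84.3 and 5.51 for IFNGR2 in control, 4.64, 85.4 and 6.33 with cytokines. It was 14913, 8418 and 8730 for INS in control, 15128, 7683 and 9092 with cytokines, 217, 473 and 409 for PDX1 in control, 150.4, 289.9 and 282.7 with cytokines, 6.15, 30.1 and 13.9 for MAFA in control, 1.51, 6.41 and 3.33 with cytokines, and 76.1, 169 and 172 for NKX6-1 in control, 119.6, 233.6 and 270.8 with cytokines. For TNFRSF1B in control the paper's mean is 0.0325 TPM, from 0.08 and 0.05 in 2 of 4 replicates, against 0 here, with 0 reads in every control library, so no choice of length closes this gap. Apart from that value, TPM here was 0.508 to 22.2 times the paper's with exon lengths and 0.585 to 2.27 times with spans. With spans 5 of the 18 values no longer differed, those of IL1R1 and IFNGR2 in both conditions and TNFRSF1B with cytokines, and 13 still did. None of the settings set in advance gives TPM.

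The paper places IL1RAP below 1 TPM and its table has IFNGR1 above IFNGR2. Here IL1RAP exceeded 1 TPM and IFNGR2 was higher with exon lengths, and in CPM, while with gene spans, chosen after seeing the values, IL1RAP was below 1 TPM and IFNGR1 was higher. Fig. 5B draws PRDM16 as decreased; here it was not called, but was without cytokine library D and, in fits chosen after seeing the values, with the block in limma and in edgeR without TMM and with the A and B against C and D term.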

Other observations

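The tests of cell-cycle, ribosomal, lncRNA and mitochondrially encoded genes, of the reads on induced genes, of interferon-induced genes in controls and of the filter were chosen only after the result was seen; the counts over other splits were planned.

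Of the 35 splits of the 8 libraries into 4 and 4, 1, the real one, gave as many called genes, and the split of A and B against C and D gave 1293. The other 33 splits gave 0, with 2 to 2330 genes at an unadjusted p under 0.05, against 6945 in the real split. For Table 1, type 1 diabetes candidates, Fig. 5B, receptor and identity genes it was also 1 of 35, which adds no evidence: 33 splits called 0 genes in the whole table, so none in these lists, and the study drew the first 3 lists from the real split. As many passing gene lists (7) came in 9 of the 35 splits, with up to 9 lists in another split. Of the 8 other splits, 7 were among the 16 that keep 3 libraries of 1 condition on each side and so hold part of the cytokine contrast, and 1 was among the 18 with 2 of each condition on each side.

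More genes were lower than higher on the CPM scale. Reads taken up by the induced genes, which rose from 1.95% to 2.52% of gene reads in control to 10.3% to 12.3% with cytokines, predict a median log2 change of -0.14 for the other genes, and the observed mean was -0.20. The gap of -0.0603 is within its SD of 0.0771 over the 4 pairs, so this explanation may account for the shift; a change in total RNA was not tested.

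Cell-cycle genes (36 of 36) had a median of -1.20 (camera FDR 2.44e-07, 30 called lower) and ribosomal protein genes (74 of 74) -0.39 (FDR 0.000751, 17 called lower); both medians were below 0 under each scaling. Neither expression level for the first nor short length and high expression for the second gave as extreme a median in 10000 random lists (share 0.0001 each, the smallest they can give). Relative to all genes the cell-cycle median was -1.04, beyond the reads taken up by induced genes. The ribosomal list did not pass under fry (FDR 0.0973), and neither list passed with an estimated correlation. lncRNA genes had a median of -0.42 against -0.23 in protein-coding genes of matched expression, lower than all 1000 draws (0.001, the smallest they can give). Gene length was not tested for lncRNA genes.

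Mitochondrially encoded genes (13 of 13) had a median of -0.51 (FDR 0.532, and 7.31e-05 with the replicate block, chosen after seeing the data). They fell from 18.7%, 18.3%, 7.39% and 11.5% of gene reads in controls A to D to 13.6%, 13.8%, 5.24% and 8.34%. Relative to all genes the mean was -0.388, which argues against reads on induced genes alone. The weaker of the medians within A and B and within C and D was -0.557. Both of these sides hold 2 libraries of each condition, so this is no test of the difference between them.

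Of the other lists, HLA class I genes (3 of 3) had a median of 6.31 (FDR 2.44e-07) and chemokines (2 of 10) 7.22 (FDR 0.00227). Lists that did not pass were other beta-cell genes (26 of 26, -0.45, FDR 0.0527, but 0.0373 with TMM and 0.000873 under fry), exocrine (3 of 13, 0.01, FDR 0.894), other islet genes (7 of 7, -0.23, FDR 0.613; 0.01 with loess), nuclear oxidative phosphorylation (75 of 76, -0.05, FDR 0.613; 0.16 relative to GAPDH) and housekeeping genes (4 of 4, -0.21, FDR 0.613; 0.01 relative to GAPDH).

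For interferon-induced genes, 8 were chosen, with at least 20 CPM with cytokines and 3 reads or fewer in each of controls C and D. Together they had reads in controls A and B at 0.282% and 0.428% of the cytokine level, against 0.0107% and 0.00699% in C and D. The choice itself fixed the low shares in C and D, so this contrast is no test of a difference between the controls. Outside this choice, HLA-B was 4.53 and 7.11 CPM in controls A and B, against 2.33 and 1.82 CPM in C and D. CXCL11 was 0.0428 and 0.148 CPM, against 0.0398 and 0.196 CPM. The shares of the 8 genes differed between genes (0.812% for GBP5 and 0.17% for GBP3 in A, 0.168% and 0.755% in B), with a variance of at least 4.22 times counting error against any 1 of the 4 cytokine libraries. Counting error leaves out the copying of reads by PCR, so a fixed share of a cytokine library in the control stays open, as do a mixture of libraries and a source among values not used here.

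The CPM values of a library sum to less than its total, with 20.1% to 26.6% missing. Genes removed by the filter would hold up to 2.11% if each were at 0.5 CPM, but a removed gene can lie above that in up to 3 libraries, so the filter is not excluded as the cause.

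Of genes the paper measured by qPCR, limma on these libraries gave 1.06 for DDIT3, 2.60 for HRK, -0.89 for TUNAR (all 3 called), -0.26 for TUG1 and -0.46 for GAS5 (neither called). By qPCR relative to GAPDH, the paper reports TUG1 as significantly lower and GAS5 as not significantly changed. TUG1 thus differs from the paper in the call, though not in direction. The values here are on the CPM scale and not relative to GAPDH. HLA-B was 8.84, HLA-C 6.31 and CXCL8 4.30, all called. HPRT1 (-0.45) was not called.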
